# Physical exercise attenuates age‐related muscle atrophy and exhibits anti‐ageing effects via the adiponectin receptor 1 signalling

**DOI:** 10.1002/jcsm.13257

**Published:** 2023-05-24

**Authors:** Yuan‐Li Chen, Yi‐Cheng Ma, Jie Tang, Dan Zhang, Qiu Zhao, Jian‐Jun Liu, Hong‐Shu Tang, Jin‐Yu Zhang, Guang‐Hui He, Chi‐Hui Zhong, Yu‐Tong Wu, Heng‐Ruo Wen, Lan‐Qing Ma, Cheng‐Gang Zou

**Keywords:** AdipoR1, autophagy, *C. elegans*, exercise, FOXO, rodent, skeletal muscle loss

## Abstract

**Background:**

Although the adiponectin signalling exerts exercise‐mimicking effects, whether this pathway contributes to the anti‐ageing benefits of physical exercise has not been established yet.

**Methods:**

Swim exercise training and wheel running were used to measure lifespan in the nematode *Caenorhabditis elegans* and skeletal muscle quality in mice, respectively. Muscle weight, muscle fibre cross‐sectional area (CSA) and myonuclei number were used to evaluate muscle mass. RNA sequencing (RNA‐Seq) analysis of skeletal muscle in exercised mice was used to study the underlying mechanisms. Western blot and immunofluorescence were performed to explore autophagy‐ and senescence‐related markers.

**Results:**

The *C. elegans* adiponectin receptor PAQR‐1/AdipoR1, but not PAQR‐2/AdipoR2, was activated (3.55‐fold and 3.48‐fold increases in p‐AMPK on Days 1 and 6, respectively, *P* < 0.001), which was involved in lifespan extension in exercised worms. Exercise training increased skeletal muscle mass index (1.29‐fold, *P* < 0.01), muscle weight (1.75‐fold, *P* < 0.001), myonuclei number (1.33‐fold, *P* < 0.05), muscle fibre CSA (1.39‐fold, *P* < 0.05) and capillary abundance (2.19‐fold, *P* < 0.001 for capillary density; 1.58‐fold, *P* < 0.01 for capillary number) in aged mice. Physical exercise reduced protein (2.94‐fold, *P* < 0.001) and mRNA levels (1.70‐fold, *P* < 0.001) of p16^INK4a^, a marker for cellular senescence, in skeletal muscle of aged mice. These beneficial effects of exercise on skeletal muscle of mice were dependent on AdipoR1. Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis for differentially expressed genes in skeletal muscle between exercised mice with and without AdipoR1 knockdown by RNA‐Seq analysis revealed that several KEGG pathways, such as ‘AMPK signalling pathway’ (*P* < 0.001), ‘FOXO signalling pathway’ (*P* < 0.001) and ‘autophagy’ (*P* < 0.001) were overrepresented. Knockdown of *FoxO3a* inhibited exercise‐mediated beneficial effects on skeletal muscle quality of mice by inhibiting autophagy/mitophagy (3.81‐fold reduction in LC3‐II protein, *P* < 0.001; 1.53‐fold reduction in BNIP3 protein, *P* < 0.05). Knockdown of *daf‐16*, the FoxO homologue in *C. elegans* , reduced autophagy (2.77‐fold and 2.06‐fold reduction in GFP::LGG‐1 puncta in seam cells and the intestine, respectively, *P* < 0.05) and blocked lifespan extension by exercise in worms.

**Conclusions:**

Our findings provide insights into how the AdipoR1 pathway has an impact on the anti‐ageing benefits of exercise and implicate that activation of the AdipoR1 signalling may represent a potential therapeutic strategy for reducing age‐related loss of skeletal muscle.

## Introduction

Exercise is one of the most effective approaches to confer beneficial effects on healthspan and longevity.^1^ For instance, regular exercise can alleviate muscle atrophy, which is characterized by a progressive decline in muscle mass, quality and function with age.^2^ Currently, treadmill running and voluntary wheel running are the most common approaches to study physiological adaptation associated with exercise in rodent model.^3^ During the last decade, other model organisms, such as the fruit fly *Drosophila* and the nematode *Caenorhabditis elegans* , have become promising models for understanding whole‐organism effects of exercise on longevity.^4^, ^5^

Autophagy is a housekeeping mechanism that maintains intracellular homeostasis by degrading dysfunctional molecules and organelles.^6^ Increased autophagy in skeletal muscle is required for exercise‐induced metabolic adaptations, including promotion of muscle growth.^7^, ^8^ In mammals and worms, TFEB/HLH‐30,^9^ NRF2/SKN‐1^10^ and FOXO/DAF‐16^11^ are major transcription factors that regulate autophagy genes. Although exercise activates TFEB by promoting its nuclear translocation, neither overexpression nor deletion of TFEB influences autophagic activity in skeletal muscle of mice. Exercise upregulates the protein levels of FOXO3a, which is accompanied by activation of AMP‐activated protein kinase (AMPK) in skeletal muscle.^12^ Unlike FOXO1 or FOXO4, FOXO3a can be phosphorylated by AMPK on multiple sites.^13^ In addition, exercise induces mitophagy in skeletal muscle in an AMPK‐dependent manner.^14^ These findings implicate that FOXO3a is the potential downstream molecule of the AMPK signalling, probably contributing to exercise‐induced autophagy/mitophagy. To date, the molecular mechanism underlying exercise‐ induced autophagy/mitophagy is not completely elucidated.

In mammals, adiponectin exerts its beneficial effects on insulin sensitivity and energy expenditure via two homologous adiponectin receptors AdipoR1 and AdipoR2.^15^ AdipoR1 activates PGC‐1α by the AMPK/SIRT1 signalling, whereas AdipoR2 activates the PPARα pathway.^15^ In addition, the adiponectin signalling is involved in the regulation of lifespan.^16^ Our recent study has demonstrated that the activation of the PAQR‐2/AdipoR2 signalling by low temperature extends the lifespan of *C. elegans* by inducing autophagy.^16^ Intriguingly, the adiponectin pathways can mimic many of the metabolic effects of exercise.^17^ Notably, adiponectin plays a role in mediating the effects of exercise on hippocampal neurogenesis and depression via AdipoR1.^18^ However, whether the adiponectin pathways are involved in the anti‐ageing benefits of exercise has remained unexplored. Here, we took advantage of two established exercise paradigms to investigate the role of the adiponectin signalling in extending lifespan and alleviating muscle atrophy by exercise in worms and mice, respectively.

## Materials and methods

### Statement of ethics

The Animal Care and Use Committee of Kunming Medical University approved the procedures for mice studies, care and maintenance (Permit No. kmmu2021520). The investigation of our protocol conforms to the Guide for the Care and Use of Laboratory Animals, published by the US National Institutes of Health (NIH).

### Nematode strains and maintenance

N2 Bristol was used as the wild‐type strain. The mutant strains, including *daf‐16(mu86)*, *aak‐2(ok524)*, *paqr‐1(tm3262)*, *paqr‐2(tm3410)*, *stEx30[myo‐3p::GFP::myo‐3+rol‐6 (su1006)]*, *sqIs11[lgg‐1p::mCherry::GFP::lgg‐1+rol‐6]* and *zIs356[daf‐16p::daf‐16a/b::GFP+rol‐6(su1006)]*, were obtained from Caenorhabditis Genetics Center (CGC; http://www.cbs.umn.edu/CGC), funded by NIH Office of Research Infrastructure Programs (P40 OD010440). The strains *waEx15[fat‐7::GFP+lin15(+)]* and *hqEx476[hsp‐16.2p::nCherry; dod‐3p::gfp; mtl‐1p::bfp, unc‐119(+)]* were kindly provided by Drs. Bin Liang (Yunnan University) and Mengqiu Dong (National Institute of Biological Sciences, China), respectively. Worms were cultured on nematode growth medium (NGM) and fed on *Escherichi coli* OP50 at 20°C.^19^

### Mice

Male C57BL/6J mice (10–12 months of age) were obtained from the Nanjing Biomedical Research Institute (Licence No. SCXK [S] 2005‐0019). The mice were maintained under a 12‐h light/12‐h dark cycle with free access to food and water. The temperature and humidity in the room were maintained at 20 ± 2°C and 50 ± 5%, respectively. These mice were bred and housed until 16 months of age.^20^

### The wheel running exercise regimen

At the age of 16 months, all mice were acclimated to a motorized running‐wheel apparatus (#YLS‐10B, Yiyan, Jinan, China) (0.6 m/revolution, 15 rpm for 30 min every other day) for 3 days prior to beginning the training protocol. Each four animals were kept in a separate cage, whereas the running‐wheel apparatus was outside the cage. Before exercise started, each mouse was taken out of the cage and placed on a wheel to run. For long‐term exercise training, mice were trained at 20 rpm for 30 min/day, 5 days/week for 16 weeks. It should be noted that at a speed of 20 rpm, the total distance of each exercise session (30 min) is 320 m, and the intensity is 11 m/min. There are no published reference standards for intensity of forced wheel running. The standardization of treadmill exercise is classified by three different intensities as follows: low intensity (<15 m/min), moderate intensity (15–20 m/min) and high intensity (>20 m/min).^21^ Thus, in the current study, the intensity of 12 m/min represents low intensity. The animals were euthanized 1 day after the end of the last exercise session. The regions of the GAS muscle used for each assay were described in *Figure* *S1*.

### Swim exercise protocols

Swim exercise training was carried out as previously reported.^5^ Briefly, mid‐L4 worms were divided randomly into exercise and control groups. The worms in the exercise group were transformed to M9 buffer covering unseeded NGM plates, whereas the worms in the control group were transformed to unseeded NGM plates. After 90 min, the worms in both groups were returned to NGM plates seeded with *E. coli* OP50. The worms were given swim exercise training once a day for 8 days.

### RNA sequencing analysis

After 16 weeks of exercise, gastrocnemius muscles of mice were collected and frozen immediately in liquid nitrogen followed by storage at −80°C. Then the samples were sent to Seqhealth Technology Co. (Wuhan, China) for RNA sequencing (RNA‐Seq) analysis. *P* ≤ 0.05 and fold change ≥2 were used as a threshold for differential expression. For Gene Ontology enrichment analysis, we searched for enrichment of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway gene sets of the muscle transcriptomic datasets using DAVID. The Gene Expression Omnibus (GEO) accession number is GSE205019.

### RNA interference for worms

Bacterial RNAi clones were obtained from the Ahringer RNAi library. *E. coli* strain HT115 containing dsRNA‐expressing plasmids were cultured for 8 h with shaking in Luria Broth (LB) medium with 100‐μg/mL ampicillin at 37°C and then seeded onto NGM plates containing 100‐μg/mL ampicillin and 5‐mM isopropyl 1‐thio‐β‐d‐galactopyranoside (IPTG) to induce the expression of dsRNA for overnight at 25°C. L1 larvae were placed on these plates at 20°C until they reached L4 larvae stage.

### Western blotting

Worms or muscle tissues of mice were homogenized in liquid nitrogen and then resuspended in radioimmunoprecipitation assay (RIPA) buffer (#R0278, Sigma‐Aldrich, Shanghai, China) on ice for 1 h. Thirty micrograms of total protein lysates per sample was loaded and separated onto 10% to 12% sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS‐PAGE) gel. Then proteins were transferred to polyvinylidene fluoride (PVDF) membranes (Millipore, Bedford, MA). The primary antibodies used were anti‐GFP (#M20004, Abmart Inc., Shanghai, China), anti‐LC3B (#83506, Cell Signaling, Shanghai, China), anti‐AMPK (#ab3759, Abcam, Cambridge, MA), anti‐β‐actin (#ab14128, Abcam), anti‐phospho‐AMPK (Thr172) (#2531, Cell Signaling), anti‐adiponectin (#ab22554, Abcam), anti‐AdipoR1 (#ab70362, Abcam), anti‐AdipoR1 (#ab77612, Abcam), anti‐APPL1 (#3858, Cell Signaling), anti‐APPL2 (14294‐1‐AP, Proteintech, Wuhan, China), anti‐phospho‐Ca^2+^/calmodulin‐dependent protein kinase kinase‐β (CaMKKβ) (Ser511) (#12818, Cell Signaling), anti‐CaMKKβ (11549‐1‐AP, Proteintech), anti‐phospho‐LKB1 (Ser428) (#3482, Cell Signaling), anti‐LKB1 (#3047, Cell Signaling) and anti‐p62/SQSTM1 (#sc‐48402, Santa Cruz Biotechnology, Santa Cruz, CA). The secondary antibodies used in our experiments were horseradish peroxidase (HRP)‐conjugated anti‐mouse (#A21010, Abbkine, Wuhan, China) or anti‐rabbit IgG (#A21020, Abbkine). The protein bands were detected using ECL (#32109, Thermo Fisher Scientific, Waltham, MA) on Amersham Imager 600 (GE HealthCare). Subsequent image analysis was performed using ImageJ software. Uncropped scans of all blots are provided in *Data S1*.

### Quantitative real‐time PCR

Total RNA was isolated using TRIzol reagent (#10296010, Invitrogen, Shanghai, China). cDNA was generated using a first‐strand cDNA synthesis kit (#KR118, Tiangen, Beijing, China). SYBR Green (#RR820A, Takara, Dalian, China) and Roche LightCycler 480 System (Roche Applied Science, Mannheim, Germany) were utilized for quantitative real‐time PCR (qPCR). 2^−ΔΔCT^ method was used to calculate relative expression normalized to an internal control of *C. elegans* *act‐1* or mouse β‐actin. The primers are listed in *Table* *S1*.

### Knockdown of *AdipoR1* and *FoxO3a* by short hairpin RNA in mice

Adeno‐associated virus serotype‐8 carrying short hairpin RNA (shRNA) against *AdipoR1* (sequence: 5′‐GGG ATT GCT CTA CTG ATT ATG‐3′), *FoxO3a* (sequence: 5′‐CAG CCG TGC CTT GTC AAA TTC‐3′) and a scrambled shRNA control (sequence: 5′‐CCT AAG GTT AAG TCG CCC TCG‐3′) were created and packaged by Ubigene Biosciences (Guangzhou, China). Mice were infected with 1 × 10^8^ PFU of adenovirus particles containing vectors expressing shRNA‐*AdipoR1*, shRNA‐*FoxO3a* or shRNA control through tail vein injection. The mice were allowed to recover in a warm cage and subjected to wheel running exercise at Day 3 after injection.

### Haematoxylin and eosin staining

Muscle tissues were collected and quickly frozen in liquid nitrogen for the determination of gene expression. The remaining part of the tissues was fixed in formalin, dehydrated in graded ethanol and embedded in paraffin. The transverse gastrocnemius muscle slices were stained with haematoxylin and eosin (HE). Images were captured using a Zeiss Axioskop 2 plus fluorescence microscope (Carl Zeiss, Jena, Germany). ImageJ was used to calculate muscle fibre cross‐sectional area (CSA) and myonuclei number.

### Immunohistochemical analysis

The paraformaldehyde‐fixed paraffin‐embedded muscle sections were blocked by 3% bovine serum albumin (BSA)–phosphate‐buffered saline (PBS) solution for 1 h. Then the sections were stained with anti‐BNIP3 antibody (#ab10433, Abcam) overnight at 4°C. After rinsed with PBS three times, the sections were incubated with HRP‐conjugated goat anti‐mouse IgG (#ab205719, Abcam) for 1 h at room temperature. Then the substrate solution diaminobenzidine (#PA110, Tiangen) was added into the sections for colour development. Then the sections were counterstained with haematoxylin. ImageJ software was used to determine the integrated optical density per stained area for the positive staining.

### Immunofluorescence staining

After blocking with 10% goat serum in PBS overnight, the paraformaldehyde‐fixed paraffin‐embedded muscle sections were incubated with anti‐CD31 (#SAB5700639, Sigma‐Aldrich) or anti‐laminin (#NB300‐144, Novusbio, Shanghai, China), or anti‐p16 (#PA5‐20379, Invitrogen) or anti‐FOXO3a antibodies (#ab23683, Abcam) in muscle transverse sections overnight at 4°C. After washed three times with 0.1% PBS with Tween 20 (PBST), these sections were incubated with FTIC‐conjugated secondary antibodies (#111‐095‐003, Jackson ImmunoResearch Laboratories, West Grove, PA) and Alexa Fluor 647 (#ab150083, Abcam) for 1 h, respectively. Then, the slides were washed three times with PBST and stained with 1 μg/mL of 4,6‐diamidino‐2‐phenylindole (DAPI) for 30 min to detect nuclei. Images were acquired using a Zeiss Axioskop 2 plus fluorescence microscope. ImageJ software was used to quantify the capillaries, the capillary‐to‐fibre ratio and the expression of *p16*.

### Lifespan assays

All lifespan assays were carried out on NGM agar plates seeded with *E. coli* OP50. The exercised or unexercised 6‐day‐old worms were transferred to fresh plates every other day, and survival was scored until all worms were dead. If worms did not respond to touches with a platinum pick, they were considered as dead.

### Age‐related phenotypic marker assays in worms

The pumping rate was measured by counting the number of contractions in the terminal bulb of pharynx per 30 s. A body bend was defined as a change in direction of midbody bend followed by a return to the original location.

### DAF‐16::GFP localization assay

After swim training, worms were quickly mounted in M9 onto microscope slides. The slides were viewed with a Zeiss Axioskop 2 plus fluorescence microscope. The states of DAF‐16::GFP distribution were categorized as nuclear, intermediate and cytosolic. The status of DAF‐16::GFP distribution was categorized as cytosolic localization or nuclear localization when distribution was observed throughout the body from head to tail. When the nuclear localization of DAF‐16::GFP was visible, but not completely throughout the body, the status of DAF‐16 localization was categorized as intermediate.

### Measurement of collagen content

Total collagen content was determined by measuring the hydroxyproline (HYP) levels.^16^ After worms were homogenized in liquid nitrogen, the resulting powders were acid digested in 0.5 mL of 6‐M HCl at 110°C for 2–6 h. Once the solution became clear, the pH was adjusted to 6–8 by NaOH. The contents of collagen were determined using the HYP Content Assay Kit (BC0250, Solarbio, Beijing, China). The collagen contents were expressed as micrograms of HYP per milligram of worm wet weight.

### Autophagy analysis

The transgenic worms carrying GFP::LGG‐1 were mounted onto microscope slides. The slides were viewed using a Zeiss Axioskop 2 plus fluorescence microscope. The GFP‐positive puncta were counted in the seam cells and intestine.

### Statistical analysis

Differences in survival rates were analysed using the log‐rank test. Differences in gene expression, mRNA and protein levels, total collagen content, age‐related phenotypic marker assays, the numbers of GFP::LGG‐1‐positive puncta and fluorescence intensity were assessed by performing one‐way analysis of variance (ANOVA) followed by a Student–Newman–Keuls test or Student's *t* test. Differences in distribution of DAF‐16 were analysed using the Friedman test (with Dunn's test for multiple comparisons).

## Results

### Activation of the PAQR‐1/AdipoR1 pathway is involved in lifespan extension in swim‐exercised worms

In *C. elegans* , *paqr‐1* and *paqr‐2* are homologues of the mammalian AdipoR1 and AdipoR2 genes.^16^ To determine whether PAQR‐1 and PAQR‐2 were involved in exercise‐induced longevity in *C. elegans* , we used a swim exercise regimen for worms (90 min/day, *Figure* *S2*).^5^ To test the activation of PAQR‐1, we determined the phosphorylation of AMPK. We found that the levels of phospho‐AMPK (Thr172) were significantly increased in either 1‐day‐old or 6‐day‐old swim‐exercised worms (*Figure* *1A*). Moreover, knockdown of *paqr‐1* by RNAi abolished the increase in phospho‐AMPK in swim‐exercised worms (*Figure* *1B*). In *C. elegans* , *fat‐7* encoding a stearic CoA desaturase is a target of NHR‐49/PPARα.^16^ We found that the expression of *fat‐7p::gfp* was not altered in response to exercise (*Figure* *1C*). These results suggest that swim exercise activates the PAQR‐1 signalling, rather than the PAQR‐2 signalling, in worms.

**Figure 1:**
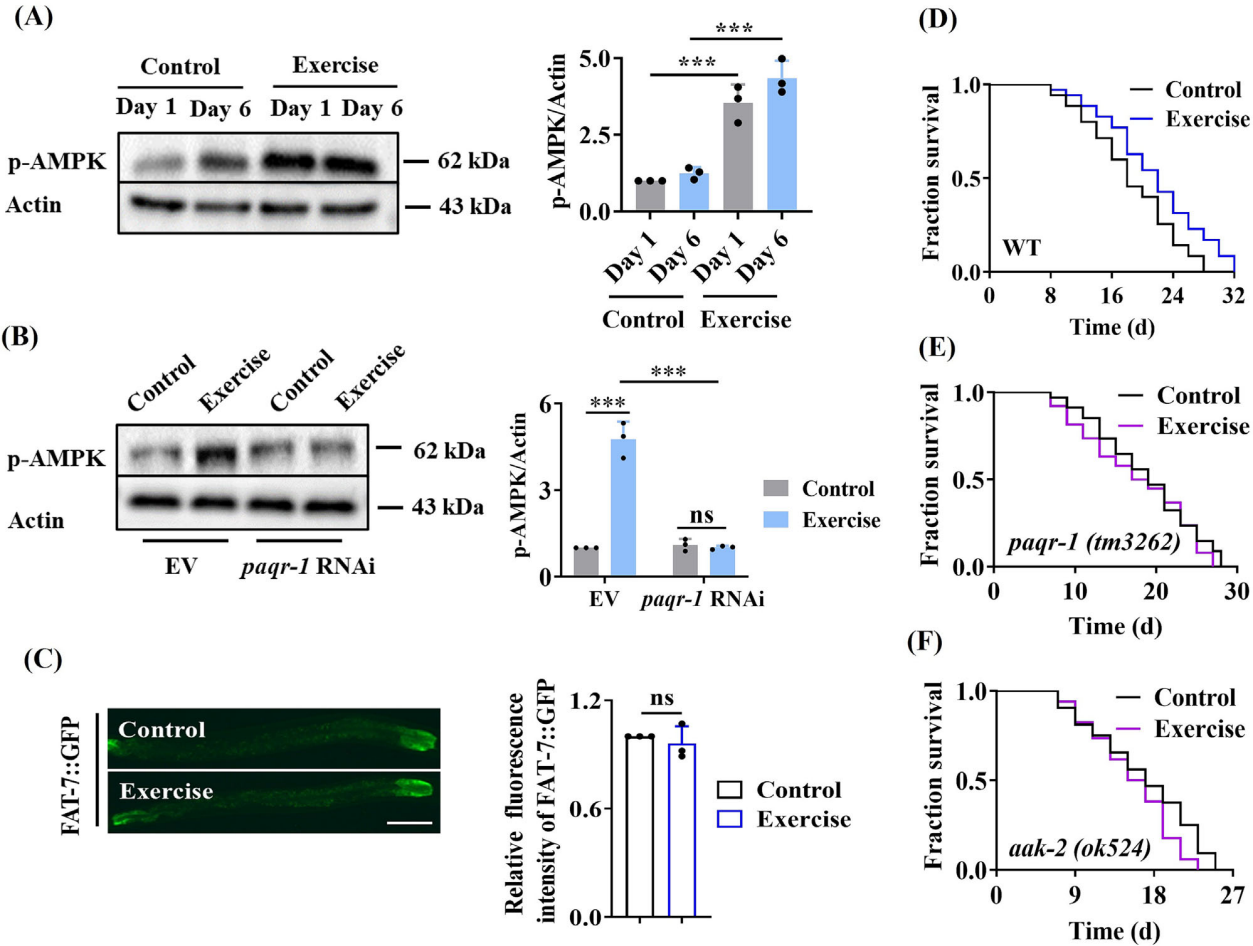
The PAQR‐1/AdipoR1 pathway is involved in lifespan extension in swim‐exercised worms. (A) AMPK was activated by swim exercise in worms. The phosphorylation of AMPK (Thr172) was measured by western blotting (left panel). Quantification of the ratio of p‐AMPK to actin (right panel). (B) Knockdown of *paqr‐1* by RNAi significantly reduced the phosphorylation of AMPK (left panel). Quantification of the ratio of p‐AMPK to actin (right panel). (C) The expression of *fat‐7::gfp* was not altered in swim‐exercised worms. Representative images of FAT::GFP in Day 0 worms after swim exercise (left panel). Quantification of GFP levels (right panel). Scale bars: 100 μm. (D) Swim exercise significantly extended the lifespan in worms. Swim exercise failed to extend the lifespan in *paqr‐1(tm3262)* (E) and *aak‐2(ok524)* (F) mutants. ^***^ *P* < 0.001, swim‐exercised worms versus control worms. ns, not significant.

Consistent with a previous observation,^5^ we found that swim exercise induced lifespan extension in worms (*Figure* *1D*). However, mutations in *paqr‐1* and *aak‐2* encoding the *C. elegans* AMPK α2 catalytic subunit failed to extend the lifespan in swim‐exercised worms (*Figure* *1E,F*). In contrast, exercise still extended the lifespan in *paqr‐2(tm3410)* mutants (*Figure* *S3*). Thus, exercise extends the lifespan in worms by activating the PAQR‐1 signalling.

### Wheel running exercise improves muscle quality via AdipoR1 in aged mice

To test the role of the AdipoR1 signalling in improvement of muscle quality by exercise in rodents, aged (16‐month‐old) mice were subjected to a 4‐month wheel exercise training paradigm (*Figure* *2A*). There are three different exercise training modalities (treadmill running, wheel running and swimming) that have been used for training mice. In this study, we chose the motorized running wheel as a training model. In contrast to voluntary wheel running, forced wheel running allows for better control of exercise intensity, time and duration in mice.^22^ We first determined whether exercise training activated the AdipoR1 signalling. We found that exercise increased the protein levels of adiponectin in serum (*Table* *S2*). Moreover, an increase in the protein levels of AdipoR1, rather than AdipoR2, was observed in the skeletal muscle of exercised mice (*Figure* *2B*). The adaptor proteins APPL1 and APPL2 positively and negatively mediate the adiponectin signalling by binding directly with adiponectin receptors, respectively.^23^ We found that exercise increased the protein levels of APPL1, rather than APPL2 (*Figure* *S4A,B*). In addition, exercise increased the phospho‐AMPK (Thr172) levels in the skeletal muscle of aged mice (*Figure* *2C*). Finally, knockdown of *AdipoR1* by shRNA abolished the increase in the levels of phospho‐AMPK (*Figure* *2C*). These results suggest that exercise activates the AdipoR1 signalling in mice. To investigate the upstream of the signalling pathways for AMPK activation during exercise, we determined the phosphorylation levels of LKB1 and CaMKKβ, both of which can phosphorylate AMPK.^24^, ^25^ However, exercise did not affect the levels of phospho‐LKB1 and phospho‐CaMKKβ (*Figure* *S4C,D*). Importantly, knockdown of *AdipoR1* did not affect the levels of phospho‐LKB1 and phospho‐CaMKKβ in exercised mice (*Figure* *S4C,D*).

**Figure 2:**
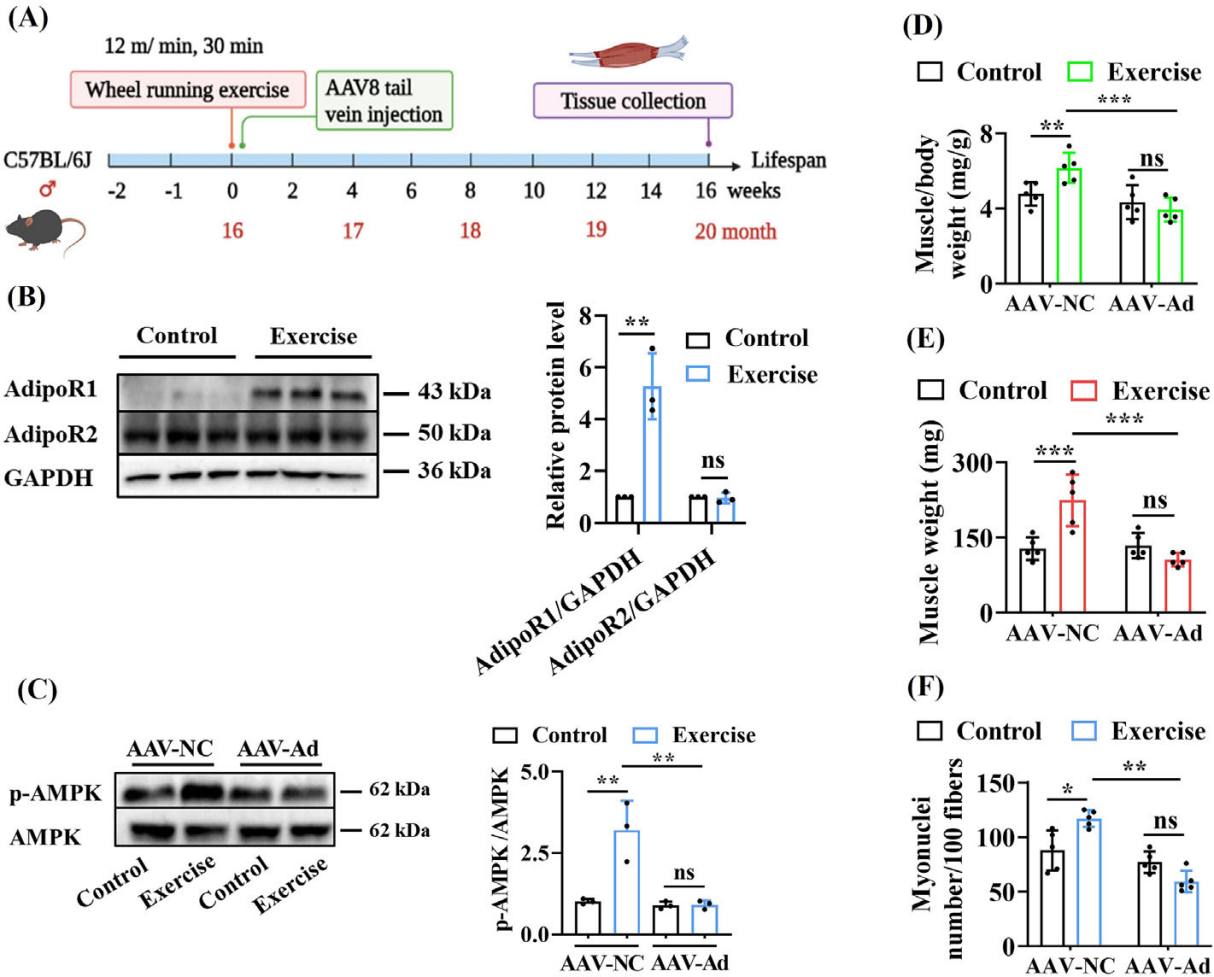
Exercise improves muscle quality via AdipoR1 in mice. (A) Exercise paradigm in mice. Mice at 16 months of age in exercised groups were performed voluntary wheel running for 4 months. (B) The protein levels of AdipoR1 in skeletal muscle were upregulated by exercise. The protein levels of AdipoR1 and AdipoR2 were measured by western blotting (left panel). Quantification of the ratio of either AdipoR1 or AdipoR2 to GAPDH (right panel). (C) Knockdown of Adipor1 inhibited the activation of AMPK induced by exercise. The phosphorylation of AMPK (Thr172) was measured by western blotting (left panel). Quantification of the ratio of p‐AMPK to AMPK (right panel). (D) Muscle mass index of gastrocnemius muscles (*n* = 5 per group). (E) Muscle weight in gastrocnemius muscles of mice (*n* = 5 per group). (F) Myonuclei number in gastrocnemius muscles of mice (*n* = 5 per group). *P < 0.05, ^**^ *P* < 0.01 and ^***^ *P* < 0.001. Ad, AdipoR1; NC, negative control; ns, not significant.

Next, we found that exercise significantly increased muscle mass index (*Figure* *2D*) and muscle weight in mice (*Figure* *2E*). Histopathologically, muscle atrophy is characterized by a reduction in myofibres, myonuclei and myofibre CSA. Using HE staining, we found that 20‐month‐old mice exhibited marked muscle atrophy, compared to 16‐month‐old mice (*Figure* *S5A* and *Table* *S3*). In contrast, the myofibres were closely arranged, and the gaps between muscle fibres were narrowed in 20‐month‐old exercised mice (*Figure* *S5A,B*). Furthermore, exercise increased muscle fibre CSA (*Figure* *S5C*) and myonuclei number of gastrocnemius muscle (*Figure* *2F*). Knockdown of *AdipoR1* by RNAi abrogated the improvement in muscle quality by exercise (*Figures* *2D*–*F* and *S5B,C* and *Table* *S2*).

The protein and mRNA levels of p16^INK4a^, a marker for cellular senescence, were markedly reduced in skeletal muscle of exercised mice (*Figure* *S6A–C*). However, the p16^INK4a^ protein and mRNA levels were upregulated in exercised mice treated with *AdipoR1* shRNA, compared with those subjected to scrambled shRNA (*Figure* *S6A–C*). Furthermore, blood flow to skeletal muscle is an important feature in the reduction of skeletal muscle function with ageing. We thus examined the abundance of capillaries in skeletal muscle by detecting CD31 (capillaries) and laminin (muscle stroma). The number and density of capillaries in the gastrocnemius muscle of exercised mice were significantly higher than those in the control mice (*Figure* *S7A–D*). However, knockdown of *AdipoR1* significantly abolished this increase in the number and density of capillaries (*Figure* *S7A–D*). These results suggest that exercise improves skeletal muscle quality and reduces muscle cell senescence and capillary density via AdipoR1.

### FOXO3a functions downstream of AdipoR1 to prevent skeletal muscle loss via autophagy

To identify the mechanism underlying AdipoR1‐mediated beneficial effect of exercise, we used RNA‐Seq analysis to study the transcriptomic profiles of skeletal muscle in mice after exercise. 

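RNA was sequenced from the gastrocnemius, the large calf muscle, in 12 libraries: 4 from control mice, 4 from exercised mice and 4 from exercised mice given AdipoR1 shRNA. By the paper, running began at 16 months of age and lasted 16 weeks, and mice were 20 months old at collection, while the sample labels give 16 months. The AdipoR1 shRNA, a short hairpin RNA directed at the receptor's transcript, was carried by an adeno-associated virus injected into the tail vein. The control virus carried a scrambled shRNA by the paper and is called an empty vector in the labels. One exercise library is found only in a table of all 12 libraries, where its number differs from the labels, and is called the unnumbered exercise library here. Neither the labels nor the paper's text says that each library came from a different mouse, so n counts libraries and each p-value measures the spread between them. Total RNA was used with a kit that does not keep the strand, so reads where genes overlap cannot be assigned by strand. The submitters' notes name Bowtie2 2.2.3, TopHat2 2.0.12 and HTSeq 0.6.1 and the mouse genome GRCm38.
The deposited values are RPKM, read counts scaled by gene length and by the library's total reads. They gave back whole reads, within 0.001 read, for 100% of values. Totals were 48958824 to 51899808 reads in control libraries (median 50701686), 41609547 to 53395182 in exercise libraries (median 48462098) and 46826623 to 52475997 in shRNA libraries (median 50075938.5). A count of 3 reads corresponds to 0.0281 to 0.0360 RPKM for a gene of 2000 bases.
Genes encoded by the mitochondrial genome held 37.6% ± 13.6 (SD, n = 4) of reads in control libraries, 10.5% ± 2.93 (SD, n = 4) in exercise libraries and 46.3% ± 19.9 (SD, n = 4) in shRNA libraries. Control replicates 1 to 4 had 23.8%, 30.4%, 54.8% and 41.5%. The unnumbered exercise library had 12.8%, and exercise replicates 2 to 4 had 12.7%, 6.63% and 9.85%. The shRNA replicates 1 to 4 had 64.0%, 62.2%, 35.0% and 24.0%. The share fell by 27.1 percentage points with exercise and was 35.8 points higher with AdipoR1 shRNA than with exercise alone (two-sided exact permutation tests, p = 0.0286 for each, the smallest that 4 libraries against 4 allow, adjusted p = 0.0429 over 3 comparisons). Without any one exercise library, p was 0.0571 in both comparisons (adjusted p = 0.0857), past no threshold, with differences of -27.9 to -25.8 and 34.5 to 36.6 points. Between shRNA and control libraries it differed by 8.67 points (two-sided exact permutation test, p = 0.429), and by 2.79 points without shRNA replicate 1 to 16.1 without shRNA replicate 4. Another 15.5% ± 4.35, 5.28% ± 2.26 and 18.9% ± 7.31 of reads (SD, n = 4 each, same order) lay on 4 pseudogene copies of mitochondrial genes on chromosome 1. All other genes together held 46.8% ± 17.9, 84.1% ± 5.01 and 34.7% ± 27.1 of reads (SD, n = 4 each).
Genes were compared as deposited, on log2(RPKM + 1), with limma over all 12 libraries, for the 6774 genes with a mean of at least 1 RPKM. The median log2 fold change of these genes was 0.84 between exercise and control and -1.12 between shRNA and exercise. With 0.1 added in place of 1, these medians were 1.15 and -1.66. The values 0.84 and -1.12 thus understate the shift in genes with high RPKM. Counts of genes are therefore also given with every library rescaled to a common median of the genes tested, which left median changes of -0.02 and -0.04. Log2 fold changes of single genes are as deposited unless stated, and include the shift of all genes.

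**Figure D1:**
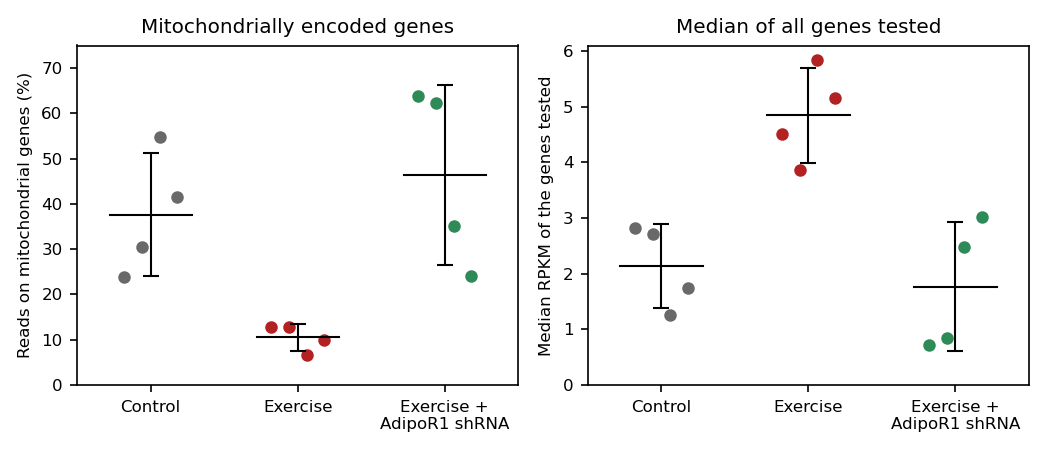
Left, percent of reads on mitochondrially encoded genes in each library; right, median RPKM of the 6774 genes tested in each library. Dots are libraries, horizontal lines are means and error bars are SD (n = 4 per group). The exercise libraries lie at 6.63% to 12.8% of reads on the left and 3.87 to 5.84 RPKM on the right, apart from both other groups.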

Among the differentially expressed genes (DEGs) in exercised mice, 6539 genes were upregulated and 107 downregulated (*Figure* *S8A* and *Table* *S4*). 

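Most genes of the tricarboxylic acid cycle, of fatty acid oxidation and of the sarcomere were higher in muscle of exercised mice than in control muscle, and transcripts of the mitochondrial genome and of red blood cells were lower. Myh2, the myosin heavy chain of fast oxidative fibres, lies on chromosome 11 of GRCm38 from 67171027 to 67197517. It had 22.9 ± 9.17 RPKM (SD, n = 4) in control and 541 ± 407 RPKM (SD, n = 4) in exercise libraries, a log2 fold change of 4.26 (standard error 0.65, adjusted p = 7.7e-09 from limma; 3.03 after rescaling to a common median), and averaged 354 RPKM without exercise replicate 4. Mb, which encodes the oxygen store myoglobin, went from 97.1 ± 35.2 to 1401 ± 814 RPKM (SD, n = 4 each), with 2606 RPKM in exercise replicate 4 and 900 to 1185 in the other exercise libraries. Pdk4, a kinase that restrains pyruvate oxidation, averaged 5.85 ± 4.26 RPKM in control and 166 ± 230 RPKM in exercise libraries (SD, n = 4 each), with 511 RPKM in exercise replicate 3 and 40.4 to 62.9 in the others (log2 fold change 3.94, and 3.11 without this library). Its control mean was 3.82 RPKM without control replicate 1.
Of 19 genes of the tricarboxylic acid cycle tested, 16 were higher and none lower (17 higher when adjusted over the list alone). Among them, Sdha had a log2 fold change of 3.55 and Sucla2 of 3.37. Of 28 genes of fatty acid uptake and oxidation, 24 were higher and none lower (24 when adjusted over the list alone), among them the fatty acid carrier Fabp3 (log2 fold change 3.29) and Acadm, a dehydrogenase of medium-chain fatty acids (2.77). Of 19 core genes of the sarcomere, 13 were higher and none lower (13 when adjusted over the list alone), among them Mybpc1, a myosin-binding protein (4.14), the thin-filament proteins Lmod2 (3.70) and Neb (3.43). Without exercise replicate 2, Mybpc1 had 4.75 and Lmod2 4.33, and without exercise replicate 3 Lmod2 had 3.05. Relative to all genes, the lists had adjusted p = 0.000139, 0.000257 and 0.0445 in camera with its preset correlation, and adjusted p = 0.951 for each with an estimated correlation. After rescaling to a common median, 14, 16 and 9 of these genes were higher and 0, 0 and 2 lower. Of 80 nuclear genes of oxidative phosphorylation, 26 (32.5%, against 48.9% of all genes) were higher and none lower (25 when adjusted over the list alone; camera adjusted p = 0.623), and after rescaling 10 were higher and 15 lower. Of 18 fast-fibre genes, 6 were higher and none lower (5 when adjusted over the list alone; camera adjusted p = 0.92).
Of 8 genes of red blood cells, 6 were lower and none higher (6 when adjusted over the list alone). The beta-globin gene Hbb-bs went from 526 ± 210 to 148 ± 159 RPKM (SD, n = 4 each), a log2 fold change of -2.33 (standard error 0.71, adjusted p = 0.0035 from limma; -3.55 after rescaling). The alpha-globin gene Hba-a1 had a log2 fold change of -2.22. Exercise replicate 3 had 380 RPKM of Hbb-bs and the other exercise libraries 30.1 to 115, and without it the log2 fold changes were -2.98 and -2.93. Neither gene was called without exercise replicate 4 (adjusted p = 0.0617 and 0.073). Of the 13 protein genes of the mitochondrial genome, 7 were lower and none higher (7 when adjusted over the list alone). The gene mt-Nd5, a subunit of complex I, went from 42320 to 9127 RPKM on average and shares reads with a gene that overlaps it on the other strand. Camera gave adjusted p = 3.9e-14 and 1.0e-31 for these 2 lists, and adjusted p = 0.151 and 0.0874 with an estimated correlation. Of 78 ribosomal protein genes, none was higher or lower as deposited, and 56 were lower with libraries rescaled to a common median.
Of 6774 genes tested, 3313 were higher and 64 lower with exercise at an adjusted p under 0.05 from limma, and 2657 were higher and 63 lower at the paper's threshold for p and fold change. With libraries rescaled to a common median, 1198 genes were higher, all of them among the 3313, and 1074 were lower. As deposited, 34 genes in place of 64 were lower without exercise replicate 4.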

In exercised mice subjected to *AdipoR1* shRNA, 109 genes were upregulated and 7407 downregulated (*Figure* *S8B* and *Table* *S5*). 

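Adipor1, the target of the shRNA, lies on chromosome 1 of GRCm38 from 134415378 to 134433351. It had 0.990, 0.820, 2.23 and 4.36 RPKM in shRNA replicates 1 to 4, each below every exercise library. The unnumbered exercise library had 11.1 RPKM and exercise replicates 2 to 4 had 5.45, 7.91 and 11.1 RPKM. Control replicates 1 to 4 had 2.83, 3.45, 1.08 and 2.55 RPKM. The log2 fold change was -1.77 between shRNA and exercise libraries (standard error 0.43, adjusted p = 0.00016 from limma) and -0.25 between shRNA and control libraries (standard error 0.43, adjusted p = 0.983). With libraries rescaled to a common median it was -0.49 between shRNA and exercise (adjusted p = 0.0735), past no threshold.
Mb averaged 38.3 ± 16.7 RPKM (SD, n = 4) in shRNA libraries, a log2 fold change of -5.11 from exercise (standard error 0.70, adjusted p = 5.0e-11 from limma; -3.41 after rescaling). Mybpc1 averaged 5.99 ± 5.35 RPKM (SD, n = 4), with 13.9 in shRNA replicate 3 and 2.49 to 4.25 in the others. Smtnl1, a smoothelin-like protein of muscle, had a log2 fold change of -4.49, the linker histone gene Hist1h1c of -4.43 and Cmya5, a muscle protein at the Z-disc, of -4.16. All 19 genes of the tricarboxylic acid cycle were lower (19 when adjusted over the list alone), among them Sdha (-3.74) and Sucla2 (-3.82). Of 28 genes of fatty acid uptake and oxidation, 26 were lower and none higher (27 when adjusted over the list alone), among them Fabp3 (-4.18, -3.58 without shRNA replicate 1 and -4.82 without shRNA replicate 4) and Etfa, which carries electrons from fatty acid oxidation (-3.17). Camera gave these lists adjusted p = 0.000224 and 0.00055, and adjusted p = 0.886 for both with an estimated correlation. After this rescaling, 15 of 19 and 16 of 28 were lower and none higher.
Of the 13 protein genes of the mitochondrial genome, 12 were higher and none lower with the shRNA (12 when adjusted over the list alone; camera adjusted p = 5.1e-48, and adjusted p = 0.0234 with an estimated correlation, which was 0.459 after rescaling). The gene mt-Nd1, a subunit of complex I, averaged 16710 RPKM in exercise and 75040 RPKM in shRNA libraries, a log2 fold change of 2.15 (standard error 0.72, adjusted p = 0.0057 from limma; 3.87 after rescaling). Platr32, a long noncoding RNA, had a log2 fold change of 2.42.
Of 6774 genes tested, 71 were higher and 4568 lower with AdipoR1 shRNA than with exercise alone at an adjusted p under 0.05, and 69 were higher and 3763 lower at the paper's threshold. With libraries rescaled to a common median, 1265 were higher and 1434 lower, the latter all among the 4568. Without the 3 libraries with over 50% of reads on mitochondrial genes, left out after their values were seen, 102 were higher and 2324 lower as deposited.

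**Figure D2:**
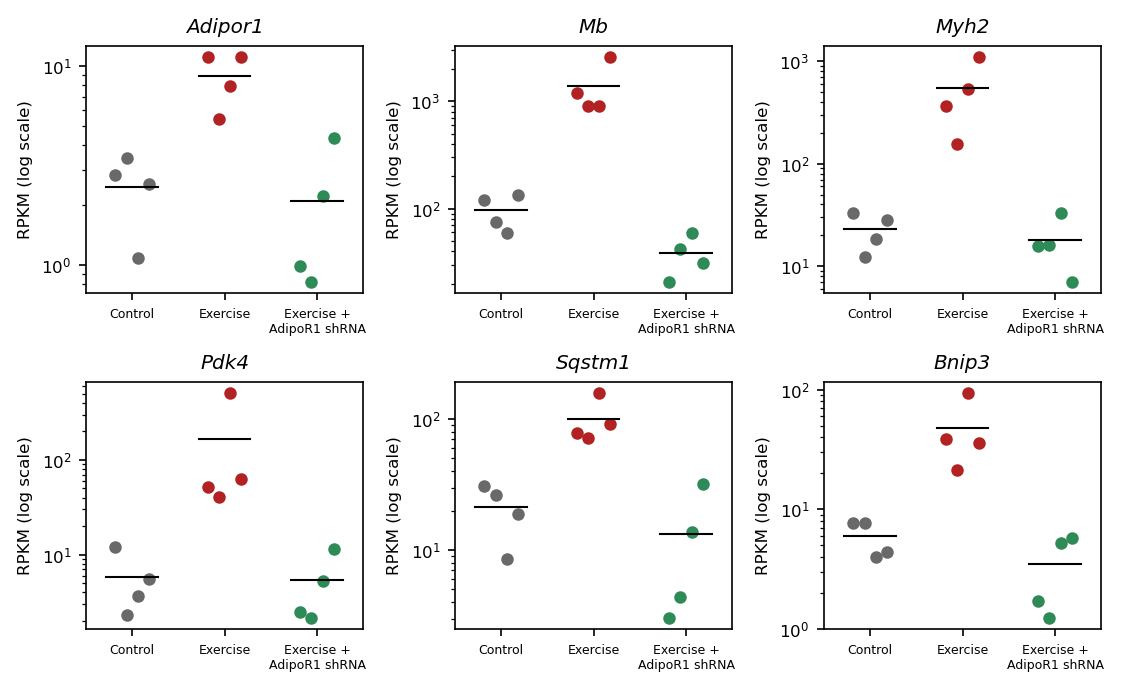
RPKM on a log axis of Adipor1, Mb, Myh2, Pdk4, Sqstm1 and Bnip3 in control, exercise and exercise with AdipoR1 shRNA libraries. Dots are libraries and horizontal lines are means (n = 4 per group). For Adipor1, the exercise libraries lie at 5.45 to 11.1 RPKM and the shRNA libraries at 0.820 to 4.36 RPKM.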

There were 10 KEGG pathways overrepresented in the upregulated genes in exercised mice and in the downregulated genes in exercised mice with knockdown of *AdipoR1* (*Figure* *3A*). These overlapped categories represent the pathways that are activated by exercise in an AdipoR1‐dependent manner, including ‘AMPK signalling’, ‘FOXO signalling’, ‘autophagy’ and ‘mitophagy’ (*Figure* *3A,B*).

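Among the pathways of Fig. 3A, genes of protein processing in the endoplasmic reticulum and of endocytosis were, as deposited, higher with exercise and lower with AdipoR1 shRNA more often than other genes tested. By camera, neither list passed with an estimated correlation (adjusted p = 0.951 with exercise and 0.886 with the shRNA). After rescaling to a common median, the excess held only for endoplasmic reticulum processing with the shRNA (Fisher's exact test, adjusted p = 0.00258). The lists used here were compiled from general knowledge before the data were examined and are not the database's own membership. Of 87 genes of protein processing in the endoplasmic reticulum, 59 were higher and none lower with exercise (59 when adjusted over the list alone), and 74 were lower and none higher with the shRNA (75 when adjusted over the list alone). After rescaling, 22 were higher and 8 lower with exercise, and 8 higher and 33 lower with the shRNA. The chaperone gene Dnaja2 had log2 fold changes of 2.86 with exercise and -3.08 with the shRNA, and Hspa1l, a heat shock protein gene that overlaps another gene, had -2.81 with the shRNA. Of 93 genes of endocytosis, 61 were higher with exercise (65 when adjusted over the list alone) and 75 lower with the shRNA (79 when adjusted over the list alone), with none in the opposite direction. These counts after rescaling were 23 higher and 8 lower with exercise, and 9 higher and 28 lower with the shRNA. Kif5b, a kinesin motor, had a log2 fold change of 2.40 with exercise, and Arf1, a GTPase of vesicle traffic, of -2.51 with the shRNA.
Of 76 genes of ubiquitin-mediated proteolysis, 49 were higher and 1, Ube2l6, lower with exercise (53 and 1 when adjusted over the list alone), and 63 were lower and none higher with the shRNA (65 when adjusted over the list alone). With libraries rescaled, 16 were higher and 7 lower with exercise, and 6 higher and 24 lower with the shRNA. Ube2l6, a conjugating enzyme that acts in interferon responses, was chosen after its values were seen (log2 fold change -1.27 with exercise, adjusted p = 0.0065 from limma), and was not called without control replicate 2 (adjusted p = 0.0644) or exercise replicate 4 (0.0753). The ubiquitin ligase scaffold Cul3 had log2 fold changes of 2.19 and -3.03, and the adaptor Ddb1 of 2.13 and -2.39. Of 58 genes of nucleocytoplasmic transport, 36 were higher with exercise (37 when adjusted over the list alone) and 46 lower with the shRNA (47 when adjusted over the list alone), with none in the opposite direction, and after rescaling 13 were higher and 4 lower, and 6 higher and 18 lower. The importin genes Kpna3 and Ipo5 had log2 fold changes of 2.42 and 1.90 with exercise and -2.51 and -2.48 with the shRNA.
For over-representation among the genes higher with exercise, Fisher's exact test against the 6774 genes gave adjusted p = 0.00253 for endoplasmic reticulum processing, 0.00627 for endocytosis, 0.021 for ubiquitin-mediated proteolysis and 0.0889 for nucleocytoplasmic transport. Among the genes lower with the shRNA it gave adjusted p = 0.00282, 0.0179, 0.0145 and 0.1. With libraries rescaled to a common median, these were 0.201, 0.207, 0.635 and 0.558 with exercise, and 0.00258, 0.103, 0.0937 and 0.164 with the shRNA. The camera test gave, in the same order, adjusted p = 0.00879, 0.00248, 0.1 and 0.0638 with exercise and 0.00298, 0.00633, 0.0842 and 0.107 with the shRNA, and none of these lists passed with an estimated correlation (adjusted p = 0.951 with exercise and 0.886 with the shRNA). The other pathways of the figure, on neurodegeneration and Alzheimer disease, have no list here.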

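Most genes that were higher with exercise were lower with AdipoR1 shRNA. Of the 3313 genes higher with exercise, 3276 (98.9%) were lower with the shRNA, and 44 of the 64 genes lower with exercise were higher with the shRNA. The product of both shares would give 2234 and 0.671 genes. Both comparisons use the same 4 exercise libraries, which links them. When 2 exercise libraries were used for one comparison and the other 2 for the other, over all 6 assignments, 1483 to 2243 genes were higher with exercise and lower with the shRNA, where the product of both shares in the same fits gives 945 to 1526. In 100 simulated data sets with no difference between groups and the same libraries shared, at most 1362 genes showed this pattern (median 0). These simulated groups hold no difference in mitochondrial share, and the separate pairs keep it, so neither takes out the shift of all genes. Another simulation changed only mitochondrial genes and their copies. Of 5947 unchanged genes, 5694 were called higher with exercise and 5943 lower with the shRNA. It left out the spread of shares within groups, so these counts are no prediction. As deposited, the overlap does not tell a reversal of single genes from the shift of all genes. After rescaling to a common median, 974 of 1198 genes (81.3%) were higher with exercise and lower with the shRNA, where the product of both shares gives 254. The separate pairs of exercise libraries then gave 145 to 415 genes, where the product in the same fits gives 26.9 to 121.
By list, all 44 AMPK signalling genes, all 59 autophagy genes and all 31 mitophagy genes that were higher with exercise were lower with the shRNA. After rescaling, these counts were 10 of 11, 20 of 22 and 9 of 12. Among all genes higher with exercise, 98.9% were lower with the shRNA as deposited and 81.3% after rescaling, so the counts as deposited do not set these lists apart. From the pathways overrepresented among both sets of genes, the paper states that exercise activates AMPK signalling, FOXO signalling, autophagy and mitophagy in a manner that depends on AdipoR1. The paper also has protein evidence: in exercised muscle, AdipoR1 knockdown removed the rise of phosphorylated AMPK and lowered LC3-II and BNIP3.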

**Figure 3:**
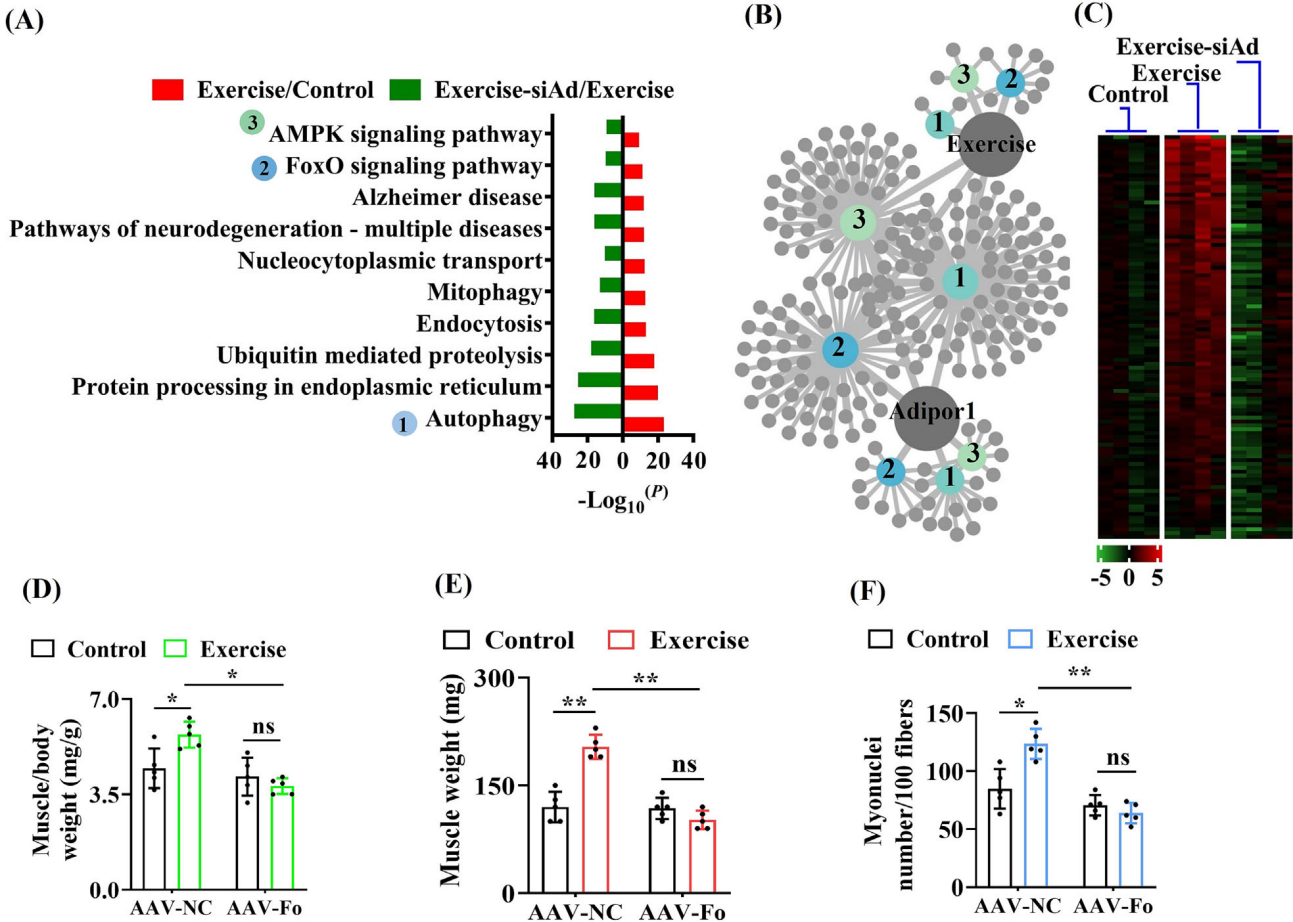
FOXO3a functions as a downstream molecule of AdipoR1 and improves muscle quality induced by exercise in mice. (A) Enrichment analysis of KEGG pathways was identified using the DAVID annotation tool. (B) Genes related to the FOXO signalling pathway, autophagy and the AMPK signalling pathway were regulated by AdipoR1, and exercise is shown in grey circles. 1, autophagy; 2, the FOXO signalling pathway; 3, the AMPK signalling pathway. (C) AdipoR1 regulated FOXO3a‐dependent genes. (D) Muscle mass index of gastrocnemius muscles (*n* = 5 per group). (E) Muscle weight in gastrocnemius muscles of mice (*n* = 5 per group). (F) Myonuclei number in gastrocnemius muscles of mice (*n* = 5 per group). *P < 0.05 and ^**^ *P* < 0.01. Fo, FoxO3a; NC, negative control; ns, not significant; siAd, knockdown of AdipoR1 by RNAi.

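Genes of AMPK signalling, the kinase pathway that senses low cellular energy, were mostly higher with exercise and lower with AdipoR1 shRNA. Prkaa2, the catalytic alpha 2 subunit of AMPK, averaged 0.600 ± 0.249 RPKM in control, 4.58 ± 2.30 in exercise and 0.394 ± 0.345 in shRNA libraries (SD, n = 4 each), the last 0.242 without shRNA replicate 4. Its log2 fold changes were 1.72 with exercise (standard error 0.29, adjusted p = 2.6e-07 from limma) and -1.93 with the shRNA (standard error 0.29, adjusted p = 4.1e-09 from limma), and 0.92 and -1.10 after rescaling to a common median. Ppargc1a, the coactivator PGC-1alpha, had log2 fold changes of 1.43 and -1.39. Pfkfb3, an enzyme that sets the level of an activator of glycolysis, had 2.34 and -2.69 (-3.36 without shRNA replicate 4), and its call with exercise ended after rescaling to a common median (adjusted p = 0.0568). The muscle glycogen synthase gene Gys1 had -2.50 with the shRNA.
Of 67 AMPK signalling genes, 44 were higher and 1 lower with exercise (47 and 1 when adjusted over the list alone), and 55 were lower and none higher with the shRNA (55 when adjusted over the list alone). The 1 lower gene was Prkag3, an AMPK subunit of glycolytic muscle, named after its values were seen, with 92.7 RPKM in control, 34.6 in exercise and 91.7 in shRNA libraries (log2 fold change with exercise -1.49, standard error 0.65, adjusted p = 0.0458 from limma). It was not called without exercise replicate 3 or 4, the unnumbered exercise library or any one control library (adjusted p = 0.0505 to 0.172). Fisher's exact test for over-representation gave adjusted p = 0.021 with exercise and 0.0267 with the shRNA, and 1 and 0.3 after rescaling. Camera gave adjusted p = 0.141 and 0.107, and after rescaling 0.0911 and 0.0373, and the last had adjusted p = 0.459 with an estimated correlation. After rescaling, 11 genes were higher and 7 lower with exercise, and 6 higher and 19 lower with the shRNA.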

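The transcript of FOXO3a, Foxo3, averaged 0.294 ± 0.181 RPKM in control, 1.66 ± 1.38 RPKM in exercise and 0.344 ± 0.227 RPKM in AdipoR1 shRNA libraries (SD, n = 4 each), below the mean required for testing. Exercise replicate 3 had 3.68 RPKM and the other exercise libraries 0.604 to 1.30, and their mean without it was 0.984. Among FOXO signalling genes, Setd7, a lysine methyltransferase, had log2 fold changes of 2.33 with exercise (standard error 0.40, adjusted p = 2.6e-07 from limma) and -2.43 with the shRNA (standard error 0.40, adjusted p = 4.5e-08 from limma), and 1.35 and -1.23 after rescaling to a common median. Sod2, the mitochondrial superoxide dismutase, had 2.15 and -2.43, and Fbxo32, a ubiquitin ligase of muscle atrophy, had 1.88 and -3.16. Fbxo32 had 123 RPKM in exercise replicate 3 and 26.8 to 37.2 in the other exercise libraries. Its rise did not pass without this library (log2 fold change 1.39, adjusted p = 0.0573) or after rescaling to a common median (0.70, adjusted p = 0.141). Foxo4 itself averaged 19.2 RPKM in control and 41.9 RPKM in exercise libraries, past no threshold (adjusted p = 0.0796; 0.0454 without shRNA replicate 4), and had a log2 fold change of -2.41 with the shRNA.
Of 61 FOXO signalling genes tested, 39 were higher and 1, Prkag3, lower with exercise (41 and 1 when adjusted over the list alone), and 49 were lower and none higher with the shRNA (49 when adjusted over the list alone). Of the 39 higher genes, 38 were lower with the shRNA. The exception was Bcl6, a transcriptional repressor named after its values were seen, with log2 fold changes of 0.87 with exercise (adjusted p = 0.0194) and -0.56 with the shRNA (adjusted p = 0.117), the latter 0.40 after rescaling. Its rise did not pass without control replicate 3 or 4, the unnumbered exercise library or exercise replicate 4 (adjusted p = 0.0511 to 0.0868), and its fall passed without shRNA replicate 3 or 4 (0.0463 and 0.0149). Of 19 catabolic genes known to respond to FOXO factors, 17 were higher with exercise and 17 lower with the shRNA, none in the opposite direction (17 and 17 when adjusted over the list alone), and after rescaling 9 were higher and 9 lower. Trim63, another ubiquitin ligase of muscle atrophy, had log2 fold changes of 2.54 and -3.86, with 582 RPKM in exercise replicate 3 and 92.4 to 110 in the other exercise libraries (1.90 and -3.22 without this library).
Fisher's exact test for over-representation of FOXO signalling gave adjusted p = 0.0447 with exercise and 0.0802 with the shRNA, and 0.9 and 0.498 after rescaling. Camera gave the FOXO signalling list adjusted p = 0.218 with exercise and 0.188 with the shRNA, and the catabolic genes 0.00558 and 0.00633, the latter pair not passing with an estimated correlation (adjusted p = 0.951 and 0.886). After rescaling, 12 FOXO signalling genes were higher and 5 lower with exercise, 7 were higher and 16 lower with the shRNA, and 11 of the 12 were among the 16.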

In this study, most of upregulated genes in ‘FOXO signalling pathway’ in exercised mice were downregulated by knockdown of *AdipoR1* (*Figure* *3C*). FOXO3a is a downstream molecule of the AdipoR1 signalling.^13^ However, we found that FOXO3a was predominantly located in the nucleus, which was not affected by either exercise or AdipoR1 knockdown (*Figure* *S9*). Thus, the AdipoR1 signalling promotes the transcriptional activity of FOXO3a, rather than nuclear translocation, in exercised mice. Next, knockdown of *FoxO3a* by shRNA suppressed the increase in muscle mass index (*Figure* *3D* and *Table* *S6*), muscle weight (*Figure* *3E* and *Table* *S6*), muscle fibre CSA (*Figure* *S5D*) and myonuclei number of gastrocnemius muscle in exercised mice (*Figure* *3F*). Furthermore, the p16^INK4a^ protein and mRNA levels were increased in exercised mice treated with *FoxO3a* shRNA (*Figure* *S10A–C*). Meanwhile, knockdown of *FoxO3a* significantly abolished this increase in the abundance of capillaries (*Figure* *S11A–D*).

Exercise training activates autophagy/mitophagy in skeletal muscle of mice.^7^ 

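Genes of autophagy were higher in exercised muscle and lower with AdipoR1 shRNA more often than other genes tested as deposited. By camera, the list passed with a preset correlation and not with an estimated correlation (adjusted p = 0.951 with exercise and 0.886 with the shRNA). Sqstm1, which encodes the autophagy receptor p62, averaged 21.1 ± 9.77 RPKM in control, 100.0 ± 40.0 in exercise and 13.3 ± 13.4 in shRNA libraries (SD, n = 4 each), with log2 fold changes of 2.25 (standard error 0.62, adjusted p = 0.0013 from limma) and -3.25 (standard error 0.62, adjusted p = 2.1e-06 from limma), and 1.05 and -1.66 after rescaling to a common median. Its shRNA mean was 7.02 RPKM without shRNA replicate 4. The lysosomal protease gene Ctsl had a log2 fold change of 2.34 with exercise (1.70 without exercise replicate 3), and Ctsd, a lysosomal protease gene that overlaps another gene, had 2.08 and -3.10. Lamp1, a protein of the lysosomal membrane, had -3.10 with the shRNA. Of 77 autophagy genes, 59 were higher and none lower with exercise (60 when adjusted over the list alone), and 68 were lower and none higher with the shRNA (69 when adjusted over the list alone). Among all genes tested, 48.9% were higher with exercise and 67.4% lower with the shRNA, against 76.6% and 88.3% of autophagy genes (Fisher's exact test, adjusted p = 2.05e-05 and 0.000741). After rescaling to a common median, this test gave adjusted p = 0.0769 with exercise, past no threshold, and 0.00258 with the shRNA.
Among mitophagy genes, which serve the removal of mitochondria, Bnip3, a receptor on the mitochondrial surface whose gene overlaps another, averaged 5.95 ± 2.00 RPKM in control, 47.5 ± 32.2 in exercise and 3.48 ± 2.34 in shRNA libraries (SD, n = 4 each). Mfn2, a mitochondrial fusion protein, had log2 fold changes of 2.36 and -2.75. Pink1, a kinase that marks damaged mitochondria, had 1.78 and -2.63 (-3.24 without shRNA replicate 4). Its rise did not pass without control replicate 3 (adjusted p = 0.0894), without exercise replicate 4 (0.0547) or after rescaling to a common median (0.57, adjusted p = 0.163). Of 45 mitophagy genes, 31 were higher and none lower with exercise (31 when adjusted over the list alone), and 39 were lower and none higher with the shRNA (39 when adjusted over the list alone; Fisher's exact test, adjusted p = 0.0226 and 0.0179, and 0.309 and 0.498 after rescaling).
Camera gave autophagy adjusted p = 0.00248 with exercise and 0.00176 with the shRNA, and mitophagy 0.0638 (0.0400 without control replicate 2 and 0.0495 without the unnumbered exercise library) and 0.0251, and none of these passed with an estimated correlation (adjusted p = 0.951 with exercise and 0.886 with the shRNA). After rescaling to a common median, 22 autophagy genes were higher and 6 lower with exercise, and 6 were higher and 30 lower with the shRNA (camera adjusted p = 0.00148 and 0.000323, and adjusted p = 0.415 and 0.459 with an estimated correlation). Of mitophagy genes, 12 were then higher and 5 lower with exercise, and 5 were higher and 12 lower with the shRNA (camera adjusted p = 0.0898 and 0.0644).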

We also observed that ‘autophagy’ and ‘mitophagy’ were two of these overrepresented categories (*Figure* *3A*). Exercise significantly increased the levels of the endogenous lapidated LC3B‐II form by western blotting (*Figure* *4A,B*). The increase in LC3B‐II by exercise could result from either an induction of autophagy or a block in the turnover of LC3B‐II‐bound autophagosomes. For instance, administration with colchicine, an inhibitor of autophagosome–lysosome fusion that directly blocks autophagy flux in skeletal muscle, significantly increases the proteins levels of LC3‐II and p62 in skeletal muscle of exercise mice.^26^ To distinguish between these possibilities, we detected the turnover of p62/SQSTM1. We found that exercise significantly reduced the levels of p62/SQSTM1 in skeletal muscle of exercised mice (*Figure* *4A,B*). Meanwhile, we also detected the mRNA levels of autophagy/mitophagy‐related genes (*Becn1*, *Ulk1*, *Pik3c3*, *Atg5*, *Atg7*, *Lc3b*, *Bnip3* and *Pink1*) and found that exercise upregulated the expressions of these genes (*Figure* *S12*). Furthermore, knockdown of either *AdipoR1* or *FoxO3a* suppressed the protein levels of LC3‐II (*Figure* *4C,D*) and BNIP3 (*Figure* *4E,F*), an important mediator of mitophagy, in the skeletal muscle of exercised mice. These results indicate that exercise induces autophagy/mitophagy via AdipoR1 and FOXO3a in the skeletal muscle of mice.

**Figure 4:**
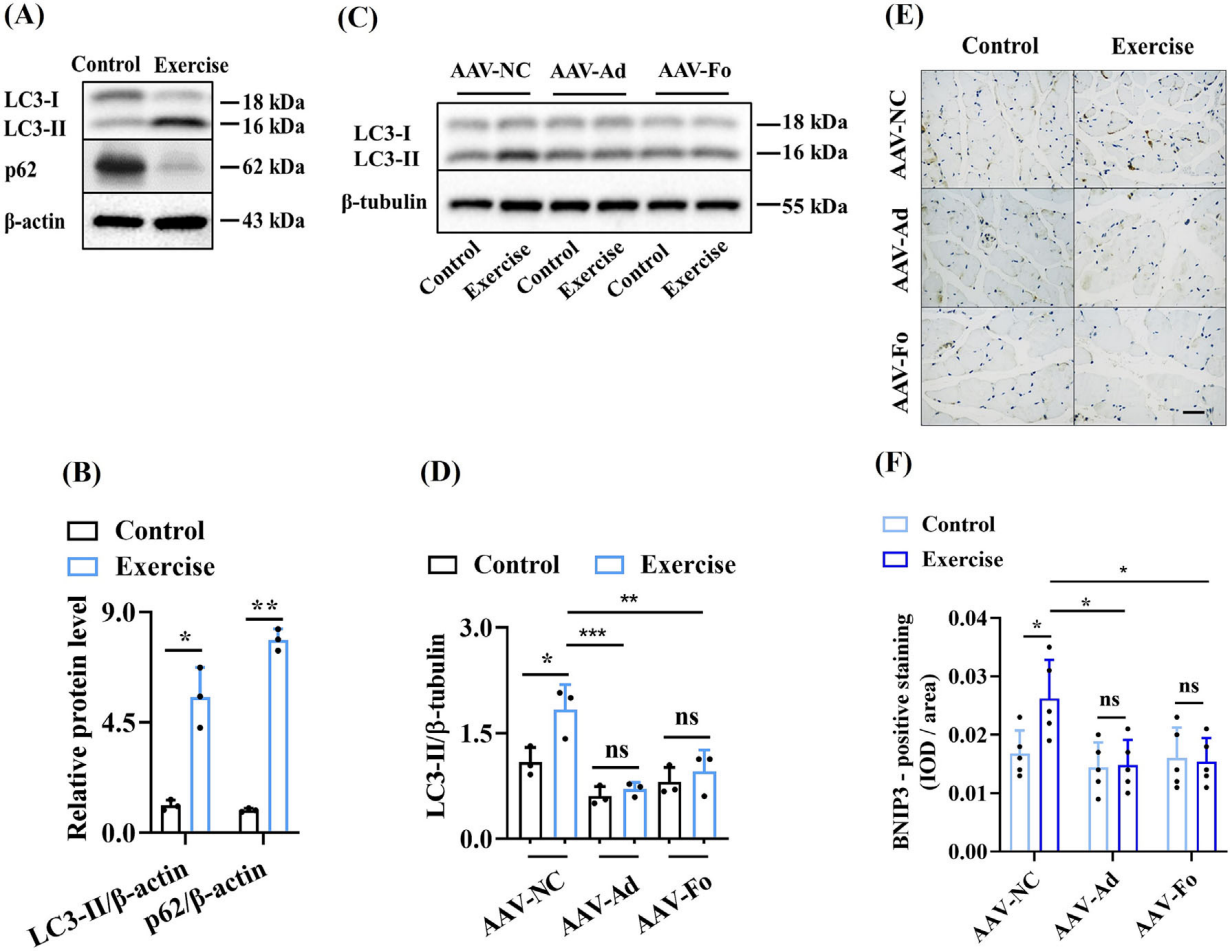
The AdipoR1–FOXO3a signalling induces autophagy in skeletal muscle of mice after exercise. (A, B) Exercise significantly increased the levels of the LC3B‐II and reduced the levels of p62 in skeletal muscle of exercised mice. The blot is typical of three independent experiments (A). Quantification of the ratio of LC3B‐II to β‐actin (B). Quantification of the ratio of p62 to β‐actin (B). (C, D) Knockdown of either *AdipoR1* or *FoxO3a* by shRNA reduced the levels of the LC3B‐II in skeletal muscle of exercised mice. The blot is typical of three independent experiments (C). Quantification of the ratio of LC3B‐II to β‐tubulin (D). (E, F) Exercise upregulated the protein expression of BNIP3 in the skeletal muscle of mice. Knockdown of either *AdipoR1* or *FoxO3a* by shRNA reduced the levels of the BNIP3 in the skeletal muscle of exercised mice. Representative images of immunohistochemical staining for BNIP3 (E). Scale bars: 50 μm. Quantification of BNIP3 expression in gastrocnemius muscles of mice (F). *P < 0.05, ^**^ *P* < 0.01 and ^***^ *P* < 0.001. Ad, AdipoR1; Fo, FoxO3a; NC, negative control; ns, not significant.

### Increased DAF‐16 transcription activity by the PAQR‐1 signalling extends the lifespan in swim‐exercised worms

To test whether the PAQR‐1 signalling regulates DAF‐16/FOXO in worms, we first monitored the nuclear translocation of DAF‐16, which is an indicator of its activation, using transgenic worms expressing *daf‐16p::daf‐16::gfp*. Swim exercise significantly increased the nuclear accumulation of DAF‐16::GFP (*Figure* *5A,B*). Intriguingly, RNAi knockdown of *paqr‐1* or *aak‐2* did not affect its nuclear localization by exercise (*Figures* *5A,B* and *S13A,B*). As the activity of DAF‐16 is not only decided by its nuclear translocation,^27^ we assayed DAF‐16 target genes, such as *hsp‐16.2*, *dod‐3* and *mtl‐1*. We found that swim exercise significantly promoted the expressions of *hsp‐16.2::nCherry*, *dod‐3::gfp* and *mtl‐1p::bfp* (*Figure* *5C,D*). However, silencing of *paqr‐1* or *aak‐2* by RNAi led to a significant reduction in the expressions of these genes (*Figure* *5C,D*). Furthermore, a mutation in *daf‐16(mu86)* abolished exercise‐induced lifespan extension in worms (*Figure* *5E*). These data indicate that the activation of DAF‐16 is required for exercise‐mediated lifespan extension in worms.

**Figure 5:**
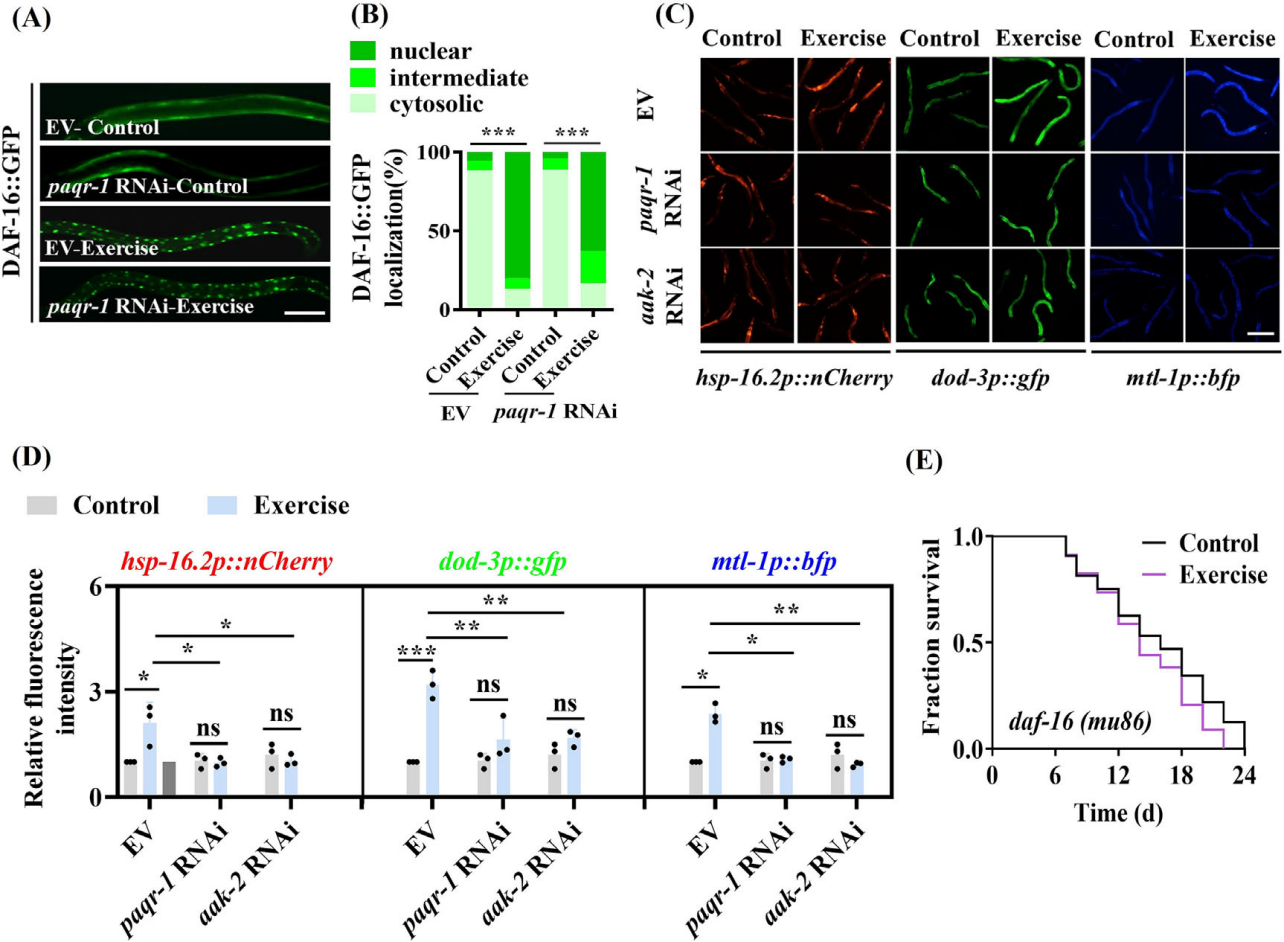
DAF‐16 is involved in lifespan extension in swim‐exercised worms. (A, B) Swim exercise significantly increased the nuclear accumulation of DAF‐16::GFP. Knockdown of *paqr‐1* by RNAi did not affect the nuclear localization of DAF‐16 induced by swim exercise. Representative images of DAF‐16::GFP expression pattern in worms (A). Scale bars: 100 μm. Quantification of DAF‐16 distribution (B). (C, D) Swim exercise upregulated the expressions of *hsp‐16.2::nCherry*, *dod‐3::gfp* and *mtl‐1p::bfp*. However, RNAi knockdown of *paqr‐1* or *aak‐2* reduced the expressions of these three genes. Representative images of *dod‐3p::gfp*, *hsp‐16.2p::nCherry* and *mtl‐1p::bfp* in worms after swim exercise (C). Scale bars: 200 μm. Quantification of fluorescent intensity of *hsp‐16.2p::nCherry*, *dod‐3p::gfp* and *mtl‐1p::bfp* (D) in worms. (E) Swim exercise failed to extend the lifespan in *daf‐16(mu86)* worms. These results are means ± SD of three independent experiments (*n* = 30 worms per experiment). *P < 0.05, ^**^ *P* < 0.01 and ^***^ *P* < 0.001. ns, not significant.

### DAF‐16 promotes autophagy/mitophagy, which is required for lifespan extension in swim‐exercised worms

To test whether DAF‐16 regulated autophagy in swim‐exercised worms, we measured autophagy levels by using transgenic worms carrying GFP::LGG‐1. We observed that exercise significantly increased autophagy in worms, as evidenced by increased GFP::LGG‐1‐positive puncta in the seam cells and intestine of worms^28^ (*Figure* *6A,B*). Swim exercise also resulted in a significant increase in the ratio of phosphatidylethanolamine (PE)‐conjugated GFP::LGG‐1 (PE‐GFP::LGG‐1) to non‐lipidated GFP::LGG‐1 in 1‐day‐old and 6‐day‐old worms (*Figure* *S14A,B*). Knockdown of *daf‐16* by RNAi prominently reduced autophagy (*Figure* *6A,B*). Similar results were obtained in swim‐exercised worms subjected to *paqr‐1* RNAi (*Figure* *S15A–D*).

**Figure 6:**
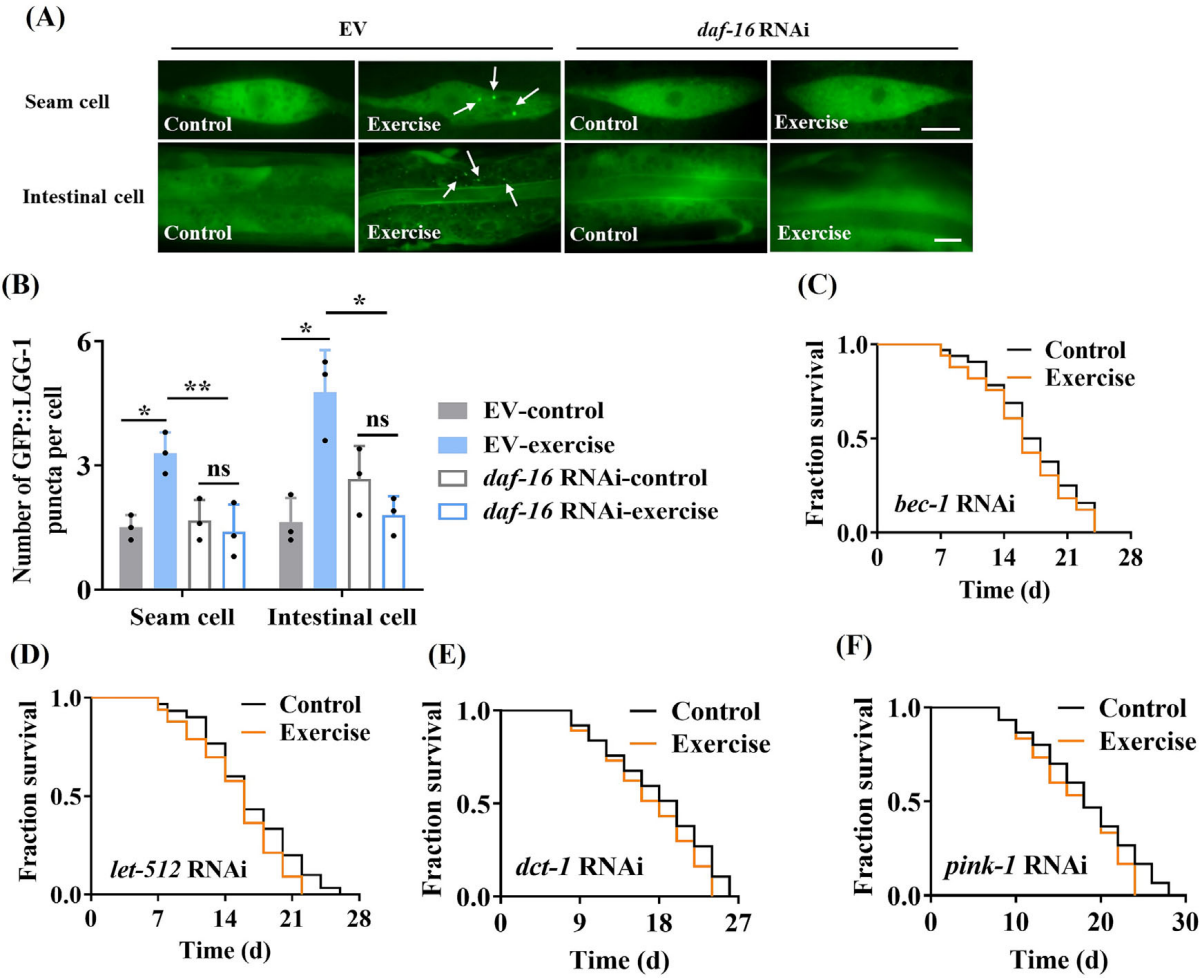
DAF‐16 induces autophagy, which is required for lifespan extension in swim‐exercised worms. (A) Representative images of autophagosomes (GFP::LGG‐1 puncta) in the seam cells and intestine of 0‐day‐old worms subjected to swim exercise. The arrow denotes a representative autophagosome. Knockdown of DAF‐16 by RNAi reduced autophagy induced by swim exercise, which was detected by GFP::LGG‐1 puncta in the seam cells and intestine of swim‐exercised worms. Scale bars: 10 μm. (B) The numbers of GFP::LGG‐1 puncta were counted. These results are means ± SD of three independent experiments (*n* = 30–35 worms per experiment). (C, D) Autophagy was required for lifespan extension in swim‐exercised worms. Swim exercise failed to extend the lifespan in worms subjected to *bec‐1* (C) or *unc‐51* RNAi (D). (E, F) Mitophagy was involved in lifespan extension in swim‐exercised worms. Swim exercise failed to extend the lifespan in worms subjected to *dct‐1* (E) or *pink‐1* RNAi (F). *P < 0.05 and ^**^ *P* < 0.01. ns, not significant.

Next, we found that swim exercise failed to extend the lifespan in worms subjected to RNAi of autophagic genes, including *bec‐1*, *let‐512*, *epg‐1* and *unc‐51* (*Figures* *6C,D* and *S16A,B*). Mitophagy is a major type of selective autophagy that specifically degrades dysfunctional mitochondria.^14^ We found that the mRNA levels of *pink‐1* ( *C. elegans* homologue of BCL2/adenovirus E1B‐interacting protein 3) and *dct‐1* ( *C. elegans* homologue of mitochondrial PTEN‐induced kinase 1) were decreased in swim‐exercised worms subjected to *daf‐16* RNAi (*Figure* *S17A,B*). Finally, exercise no longer extended the lifespan in worms subjected to either *dct‐1* or *pink‐1* RNAi (*Figure* *6E,F*). Thus, the activation of DAF‐16 is required for exercise‐mediated lifespan extension via autophagy/mitophagy in worms.

### Autophagy/mitophagy is required for exercise‐induced healthy longevity in worms

We determined the role of the PAQR‐1/AdipoR1 pathway in phenotypic traits, such as body bending, pharyngeal pumping rate and collagen contents, which are reduced with ageing in worms. Swim exercise resulted in an increase in the rates of body bending (*Figure* *7A*), pharyngeal pumping (*Figure* *7B*) and collagen contents (*Figure* *7C*) in 8‐day‐old worms. However, knockdown of *bec‐1*, *dct‐1*, *unc‐51* or *pink‐1* by RNAi abolished the beneficial effect of swim exercise on these phenotypic traits (*Figures* *7A–C* and *S18A–I*). In addition, we observed age‐related deterioration of body wall muscle by using transgenic worms carrying *myo‐3p::GFP::myo‐3*. The muscle fibres were disrupted and arranged sparsely in 12‐day‐old control worms (*Figure* *7D*). The muscle fibres exhibited more organized in 12‐day‐old swim‐exercised worms, compared with those in age‐matched control worms. However, either *bec‐1* or *dct‐1* RNAi blocked the beneficial effect of exercise on body wall muscle of 12‐day‐old worms (*Figure* *7D*). These results suggest that autophagy/mitophagy is sufficient for exercise‐induced healthy longevity in worms.

**Figure 7:**
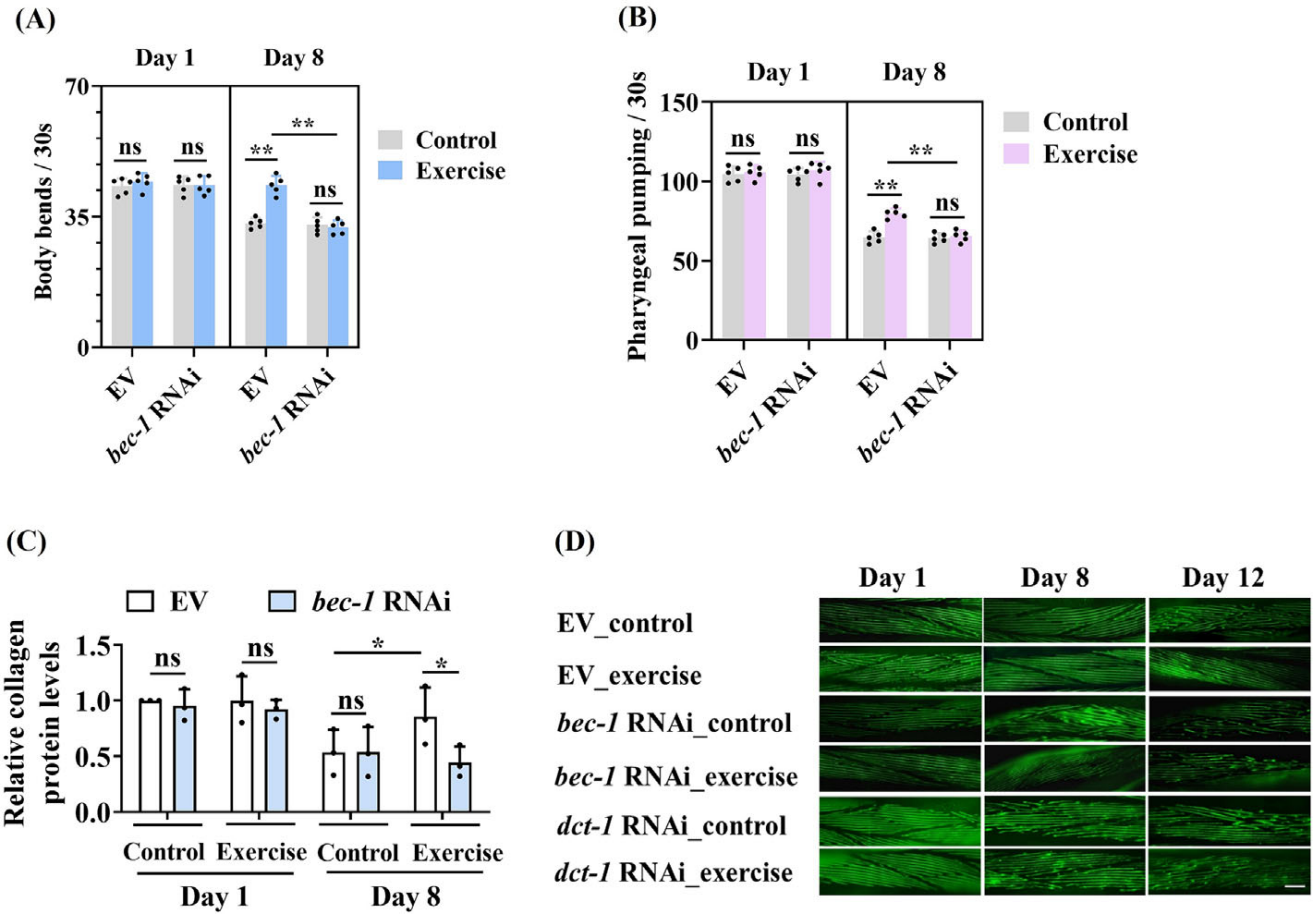
Autophagy/mitophagy is required for exercise‐induced healthy longevity in worms. Autophagy was involved in delaying the appearance of the ageing markers, including body bending (A), pharyngeal pumping (B) and relative collagen levels (C), in swim‐exercised worms. These results are means ± SD of three or five independent experiments (*n* = 30–35 worms per experiment). (D) Swim exercise restored age‐related muscle deterioration in an autophagy‐dependent manner. Representative images of *myo‐3p::GFP::myo‐3* in exercised worms. Scale bars: 10 μm. *P < 0.05 and ^**^ *P* < 0.01. ns, not significant.

## Discussion

In this study, our data demonstrate that the PAQR‐1/AdipoR1 signalling, but not the PAQR‐2/AdipoR2 signalling, is involved in lifespan extension in swim‐exercised worms. Furthermore, long‐term exercise alleviates age‐related skeletal muscle decline via the AdipoR1 signalling in mice. Our findings reveal that the AdipoR1 signalling acts as a critical regulator of exercise‐induced healthspan and suggest that such a mechanism may be evolutionally conserved in diverse organisms.

Our results indicate that *C. elegans* PAQR‐1/AdipoR1 regulates the phosphorylation of AMPK, whereas PAQR‐2/AdipoR2 controls the transcription activity of NHR‐49/PPARα in worms.^16^ In *Drosophila*, dAdipoR (an orthologue of mammalian AdipoR1) also controls glucose and lipid metabolism.^29^ These results suggest that the AdipoR signalling is conserved across species. It should be noted that no obvious homologue of adiponectin exists in worm and fly genomes.^29^, ^30^ How to activate the PAQR‐1/AdipoR1 signalling by exercise in these species remains inconclusive. In humans and rodents, exercise increases the adiponectin levels in serum^7^ and upregulates the AdipoR1 expression in skeletal muscle.^31^ Our results not only are consistent with these observations but also demonstrate that exercise upregulates the expression of APPL1, the adaptor protein that positively mediates adiponectin signalling.^23^ Thus, our results support the idea that APPL1 is likely involved in activation of the adiponectin signalling during exercise.^32^

AMPK plays an important role in exercise‐induced autophagy in skeletal muscle of rodents.^14^ LKB1 and CaMKKβ are two upstream kinases for AMPK activation in skeletal muscle during contraction.^33^ Knockdown of either CaMKKβ or LKB1 slightly but significantly reduces the increases in phospho‐AMPK (Thr172) induced by adiponectin.^15^ These data raise a possibility that these two upstream kinases are involved in exercise‐mediated AMPK activation via AdipoR1. However, our data demonstrate that exercise does not activate both LKB1 and CaMKKβ. Likewise, knockdown of *AdipoR1* does not influence the activities of phospho‐LKB1 and phospho‐CaMKKβ in exercised mice. Thus, the causal roles for these two upstream kinases‐mediated AMPK activation by exercise are excluded. Our results reveal that DAF‐16/FOXO3a functions downstream of the PAQR‐1/AdipoR1‐AMPK signalling to promote autophagy by exercise. Notably, PAQR‐1 and AdipoR1 promote exercise‐mediated transcriptional activation of DAF‐16 and FOXO3a, but do not affect their nuclear localization in both worms and mice. These results support the notion that AMPK phosphorylates and activates DAF‐16 and FOXO3a without affecting their subcellular localization in worms and mice, respectively.^13^, ^34^ As pharmacological activation of AMPK alone is not sufficient to induce autophagy in skeletal muscle of mice,^35^ additional mechanisms must contribute to FOXO3a‐induced autophagy during exercise.

FOXO3a plays a guardian role in maintaining tissue homeostasis in the process of ageing.^36^ Our results suggest that FOXO3a prevents age‐related muscle atrophy by exercise via induction of autophagy. However, activation of autophagy via FOXO3a stimulates the loss of muscle protein in muscles atrophying due to fasting or denervation.^11^ The most parsimonious explanation for these conflicting observations is that the role of FOXO‐mediated autophagy in muscle homeostasis is more complex and context dependent. Indeed, too much autophagy under pathological events causes excessive removal of cellular components and leads to the atrophy of skeletal muscle.^37^ In contrast, the appropriate induction of autophagy is required for the clearance of aggregated proteins and the homeostatic maintenance of skeletal muscle in normal ageing process.^38^

In conclusion, our finding reveals an evolutionarily conserved pathway by which activation of the PAQR‐1/AdipoR1 signalling by exercise delays age‐associated skeletal muscle decline in mice and promotes longevity in worms via DAF‐16/FOXO3a‐induced autophagy. Our data also support the view that *C. elegans* is a promising model for understanding the beneficial effects of exercise.^5^ Recent studies identified several signalling pathways as modulators of the benefits of exercise.^39^, ^40^ For instance, irisin, the cleaved and circulating form of fibronectin‐domain III containing 5, confers the beneficial effects of exercise on browning of adipose tissues and cognitive function in mice.^39^ Uncovering the mechanisms by which exercise regulates healthspan may provide novel therapeutic strategies to alleviate aged‐related diseases.

## Conflict of interest statement

The authors declare no conflicts of interest.

## Funding

This work was supported by grants from National Natural Science Foundation of China (82201726) and State Key Laboratory for Conservation and Utilization of Bio‐Resources in Yunnan (2021KF001), and Joint Funds for Department of Science and Technology of Yunnan‐Kunming Medical University (202001AY070001‐013).

## Supporting information

**Figure S1.** The regions of the gastrocnemius muscle used for each assay. WB, Western blotting; IHC, Immunohistochemical analysis; IF, immunofluorescence staining. H&E, Haematoxylin and eosin (HE) staining.
**Figure S2.** Swim exercise regimen for the nematode *C. elegans* . Starting at the L4 larvae stage, exercise for 90 minutes once a day for eight days. The day when eggs were laid was recorded as day 1 of adulthood.
**Figure S3.** *paqr‐2* is not required for exercise‐mediated lifespan extension. Swim exercise still extended the lifespan in *paqr‐2*(*tm3410*) mutants. *P < 0.05, swim‐exercised worms versus control worms.
**Figure S4.** The effect of exercise on the major molecules in the AdipoR1‐AMPK signaling. (A and B) Physical exercise up‐regulated the protein levels of APPL1, rather than APPL2, in skeletal muscle of mice. The protein levels of APPL1 (A) and APPL2 (B) were measured by Western blotting (left panel). Quantification of the ratio of APPL1 (A) and APPL2 (B) to GAPDH (right panel). (C and D) Physical exercise did not affect the phosphorylation of LKB1 and CaMKKβ in skeletal muscle of mice. Furthermore, knockdown of AdipoR1 by RNAi did not affect the phosphorylation of LKB1 and CaMKKβ. The levels of phospho‐LKB1(Ser428) (C) and phospho‐CaMKKβ(Ser511) (D) were measured by Western blotting (left panel). Quantification of the ratio of p‐LKB1 to LKB1 (C) or p‐CaMKKβ to CaMKKβ (D) (right panel). *P < 0.05. ns, not significant. NC, negative control. Ad, AdipoR1.
**Figure S5.** Exercise improves muscle quality, which is dependent on AdipoR1 and FoxO3a (A) Representative haematoxylin and eosin (HE) staining in transverse gastrocnemius muscles sections from mice of 16‐month‐old and 20‐month‐old. Scale bar, 50 μm. (B) Representative haematoxylin and eosin (HE) staining in transverse gastrocnemius muscle sections of 20‐month‐old mice. Scale bar, 100 μm. (C and D) Muscle fiber cross‐sectional area (CSA) in gastrocnemius muscles of mice (*n* = 5 per group). *P < 0.05, **P < 0.01, ***P < 0.001, ns, not significant. NC, negative control. Ad, AdipoR1. Fo, FoxO3a
**Figure S6.** Exercise reduces the expression of p16INK4a via AdipoR1 in skeletal muscle of mice. (A and B) The protein levels of p16^INK4a^ were reduced in skeletal muscle of exercised mice. This decrease was inhibited by knockdown of AdipoR1 by shRNA. Representative images of immunofluorescence staining for p16^INK4a^ in gastrocnemius muscles of mice. Scale bar, 20 μm (A). Quantification of p16Ink4a protein expression (B). (C) Quantitative real‐time PCR analysis of *p16* ^*Ink4a*^ mRNA expression. **P < 0.01, ***P < 0.01, ns, not significant. NC, negative control. Ad, AdipoR1.
**Figure S7.** AdipoR1 is involved in the exercise‐induced improvement of muscle atrophy. (A) Representative images of CD31 and Laminin immunofluorescence staining in mice gastrocnemius muscles. NC, negative control. Ad, AdipoR1. Scale bar, 40 μm. (B‐D) Exercise increased the number of capillaries (B), the ratio of capillary to fiber (C), and fiber cross‐sectional area (CSA) (D) in the gastrocnemius muscles. These increases were inhibited by knockdown of AdipoR1 by shRNA. Values are presented as mean ± SD, *n* = 5 per group. *P < 0.05, **P < 0.01, ***P < 0.01, ns, not significant. NC, negative control. Ad, AdipoR1.
**Figure S8.** RNA‐Seq analysis the transcriptomic profiles of mice after wheel running exercise. (A and B) Volcano Plot for differential gene expression was performed by comparing exercised mice to control mice (A), and exercised mice subjected to AdipoR1 shRNA versus exercised mice (B). The red dots represent the significantly upregulated genes and the green dots represent the significantly downregulated genes.
**Figure S9.** Subcellular localization of FOXO3a in skeletal muscle is not affected by either exercise or AdipoR1 knockdown. Representative images of immunofluorescence staining for FOXO3a in gastrocnemius muscles of mice. NC, negative control. Ad, AdipoR1. Scale bar, 100 μm.
**Figure S10.** Exercise reduces the expression of p16INK4a via FOXO3a in skeletal muscle of mice. (A and B) The protein levels of p16^INK4a^ were reduced in skeletal muscle of exercised mice. This decrease was inhibited by knockdown of FoxO3a by shRNA. Representative images of immunofluorescence staining for p16^INK4a^ in gastrocnemius muscles of mice. Scale bar, 20 μm (A). Quantification of p16Ink4a protein expression (B). (C) Quantitative real‐time PCR analysis of *p16* ^*Ink4a*^ mRNA expression. *P < 0.05, **P < 0.01, ns, not significant. NC, negative control. Fo, FoxO3a.
**Figure S11.** Exercise improves number and density of capillaries via FOXO3a in skeletal muscle of mice. (A) Representative images of immunofluorescence staining for CD31 and Laminin in gastrocnemius muscles of mice, Scale bar, 100 μm. (B‐D) Exercise increased the number of capillaries (B), the ratio of capillary to fiber (C), and fiber cross‐sectional area (CSA) (D) in the gastrocnemius muscles. These increases were inhibited by knockdown of FoxO3a by shRNA. Values are presented as mean ± SD, *n* = 5 per group. *P < 0.05, **P < 0.01, ns, not significant. NC, negative control. Fo, FoxO3a.
**Figure S12.** Exercise up‐regulates the expression of these autophagy‐related genes in worms. These results are means ± SD of three independent experiments. *P < 0.05. **P < 0.01,
**Figure S13.** Exercise induces the nuclear accumulation of DAF‐16, which is independent of AMPK in worms. (A and B) Swim exercise significantly increased the nuclear accumulation of DAF‐16::GFP. RNAi knockdown of *aak‐2* encoding the *C. elegans* AMPK α2 catalytic subunit did not affect the nuclear localization of DAF‐16 induced by swim exercise. Representative images of DAF‐16::GFP expression pattern in worms (A). Scale bars: 100 μm. Quantification of DAF‐16 distribution (B). ***P < 0.001.
**Figure S14.** Exercise promotes autophagy in worms. (A) The protein levels of PE‐GFP‐LGG‐1 and GFP‐LGG‐1 in worms were measured by Western blotting. The blot shown here is typical of three independent experiments. (B) Quantification of the ratio of PE‐GFP‐LGG‐1 to GFP‐LGG‐1. These results are means ± SD of three independent experiments. **P < 0.01, ***P < 0.001.
**Figure S15.** PAQR‐1 is involved in autophagy induction in exercised worms. (A) Representative images of autophagosomes (GFP::LGG‐1 puncta) in the seam cells of control worms and swim‐exercised worms, respectively. The arrow denotes a representative autophagosome. Scale bars: 10 μm. (B) The numbers of GFP::LGG‐1 puncta were counted in the seam cells. Values are presented as mean ± SD of three independent experiments (*n* = 30–35 worms per experiment). (C) Representative images of autophagosomes (GFP::LGG‐1 puncta) in the intestinal cells of control worms and swim‐exercised worms, respectively. The arrow denotes a representative autophagosome. Scale bars: 10 μm. (D) The numbers of GFP::LGG‐1 puncta were counted in the intestinal cells. Values are presented as mean ± SD of three independent experiments (*n* = 30–35 worms per experiment). *P < 0.05, exercise group versus control group. ns, not significant.
**Figure S16.** Autophagy‐related genes are involved in exercise‐induced longevity in worms. (A and B) Swim exercise failed to extend lifespan in worms subjected to *epg‐1*(A) or *unc‐51* (B) RNAi, respectively. ns, not significant, exercise group versus control group
**Figure S17.** The mRNA levels of *pink‐1* and *dct‐1* are decreased in swim exercised‐worms subjected to daf‐16 RNAi. (A and B) Quantitative real‐time PCR analysis of *pink‐1*(A) or *dct‐1*(B) mRNA expression of control worms and swim‐exercised worms, respectively. Values are presented as mean ± SD, *n* = 5 per group, *P < 0.05. ns, not significant.
**Figure S18.** Knockdown of *let‐512*, *dct‐1* and *pink‐1* by RNAi abolishes the beneficial effect of exercise on aging biomarkers in worms. (A‐C) *let‐512* was involved in delaying the appearance of the aging markers, including body bending (A) pharyngeal pumping (B) and relative collagen levels (C), in swim‐exercised worms. Values are presented as mean ± SD of three or five independent experiments (*n* = 30–35 worms per experiment). (D‐F) *dct‐1* was involved in delaying the appearance of the aging markers, including body bending (D) pharyngeal pumping (E) and relative collagen levels (F), in swim‐exercised worms. Values are presented as mean ± SD of three or five independent experiments (*n* = 30–35 worms per experiment). (G‐I) *pink‐1* was involved in delaying the appearance of the aging markers, including body bending (G) pharyngeal pumping (H) and relative collagen levels (I), in swim‐exercised worms. Values are presented as mean ± SD of three or five independent experiments (*n* = 30–35 worms per experiment). *P < 0.05, **P < 0.01, ***P < 0.001, ns, not significant.

**Data S1.** Supporting Information

**Table S1:** List of primers used for qRT‐PCR assay.

**Table S2.** Serum adiponectin,blood glucose,body weight,weight of gastrocnemius muscles,muscle/body weight,Epididymal white adipose tissue in AAV‐NC and AAV‐Ad mice

**Table S3.** Body weight,weight of gastrocnemius muscles,muscle/body weight in16‐month‐old mice and 20‐month‐old mice.

**Table S4.** Differential expression analysis was performed by comparing exercised mice to control mice

**Table S5.** Differential expression analysis was performed by comparing exercised mice subjected to AdipoR1 shRNA to exercised mice.

**Table S6.** Serum adiponectin,blood glucose,body weight,weight of gastrocnemius muscles,muscle/body weight,Epididymal white adipose tissue in AAV‐NC and AAV‐Fo mice.

# Supplementary material for: Physical exercise attenuates age‐related muscle atrophy and exhibits anti‐ageing effects via the adiponectin receptor 1 signalling
**Source:** J Cachexia Sarcopenia Muscle. 2023 May 24;14(4):1789–801. doi: 10.1002/jcsm.13257
**Supplement:** Supplementary file 1 — Figure S1. The regions of the gastrocnemius muscle used for each assay. WB, Western blotting; IHC, Immunohistochemical analysis; IF, immunofluorescence staining. H&E, Haematoxylin and eosin (HE) staining. Figure S2. Swim exercise regimen for the nematode C. elegans . Starting at the L4 larvae stage, exercise for 90 minutes once a day for eight days. The day when eggs were laid was recorded as day 1 of adulthood. Figure S3. paqr‐2 is not required for exercise‐mediated lifespan extension. Swim exercise still extended the lifespan in paqr‐2(tm3410) mutants. *P < 0.05, swim‐exercised worms versus control worms. Figure S4. The effect of exercise on the major molecules in the AdipoR1‐AMPK signaling. (A and B) Physical exercise up‐regulated the protein levels of APPL1, rather than APPL2, in skeletal muscle of mice. The protein levels of APPL1 (A) and APPL2 (B) were measured by Western blotting (left panel). Quantification of the ratio of APPL1 (A) and APPL2 (B) to GAPDH (right panel). (C and D) Physical exercise did not affect the phosphorylation of LKB1 and CaMKKβ in skeletal muscle of mice. Furthermore, knockdown of AdipoR1 by RNAi did not affect the phosphorylation of LKB1 and CaMKKβ. The levels of phospho‐LKB1(Ser428) (C) and phospho‐CaMKKβ(Ser511) (D) were measured by Western blotting (left panel). Quantification of the ratio of p‐LKB1 to LKB1 (C) or p‐CaMKKβ to CaMKKβ (D) (right panel). *P < 0.05. ns, not significant. NC, negative control. Ad, AdipoR1. Figure S5. Exercise improves muscle quality, which is dependent on AdipoR1 and FoxO3a (A) Representative haematoxylin and eosin (HE) staining in transverse gastrocnemius muscles sections from mice of 16‐month‐old and 20‐month‐old. Scale bar, 50 μm. (B) Representative haematoxylin and eosin (HE) staining in transverse gastrocnemius muscle sections of 20‐month‐old mice. Scale bar, 100 μm. (C and D) Muscle fiber cross‐sectional area (CSA) in gastrocnemius muscles of mice (n = 5 per group). *P < 0.05, **P < 0.01, ***P < 0.

**Supplementary figures for “****Physical exercise attenuates age-related muscle atrophy and exhibits anti-aging effects via the adiponectin receptor 1 signaling”**

Yuan-Li Chen, Yi-Cheng Ma, Jie Tang, Dan Zhang, Qiu Zhao, Jian-Jun Liu, Hong-Shu Tang, Jin-Yu Zhang, Guang-Hui He, Chi-Hui Zhong, Yu-Tong Wu, Heng -Ruo Wen，Lan-Qing Ma, & Cheng-Gang Zou

**
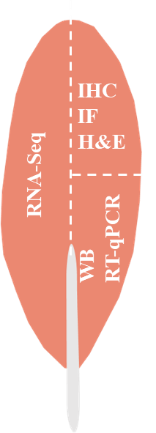
**

**Supplemental Figure 1. The regions of the gastrocnemius muscle used for each assay.**

WB, western blotting; IHC, Immunohistochemical analysis; IF, immunofluorescence staining. H&E, Haematoxylin and eosin (HE) staining.

**
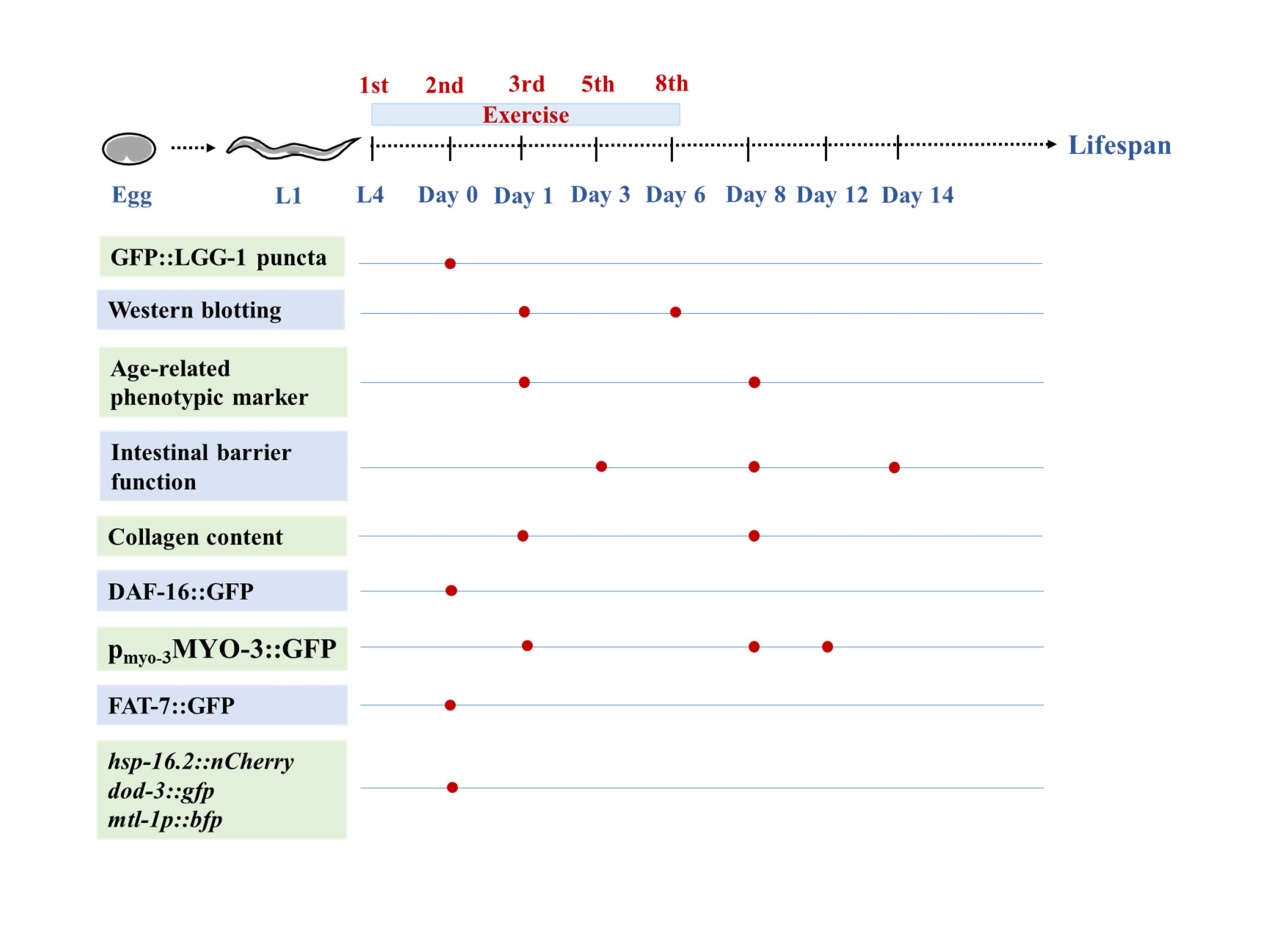
**

**Supplemental Figure 2. Swim exercise regimen for the nematode *C. elegans.***

Starting at the L4 larvae stage, exercise for 90 minutes once a day for eight days. The day when eggs were laid was recorded as day 1 of adulthood.

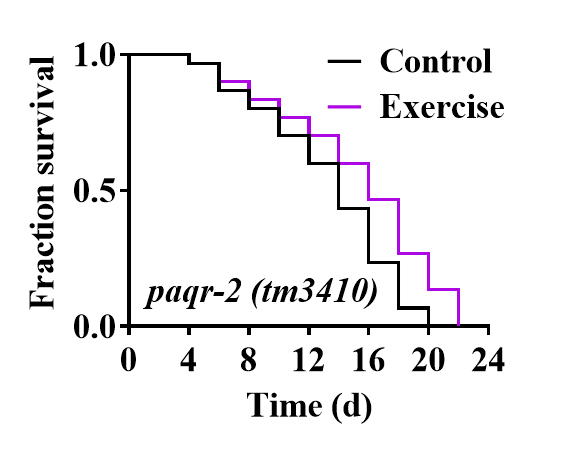

**Supplemental Figure 3. *paqr-2* is not required for exercise-mediated lifespan extension.**

Swim exercise still extended the lifespan in *paqr-2*(*tm3410*) mutants. **P* < 0.05, swim-exercised worms versus control worms.

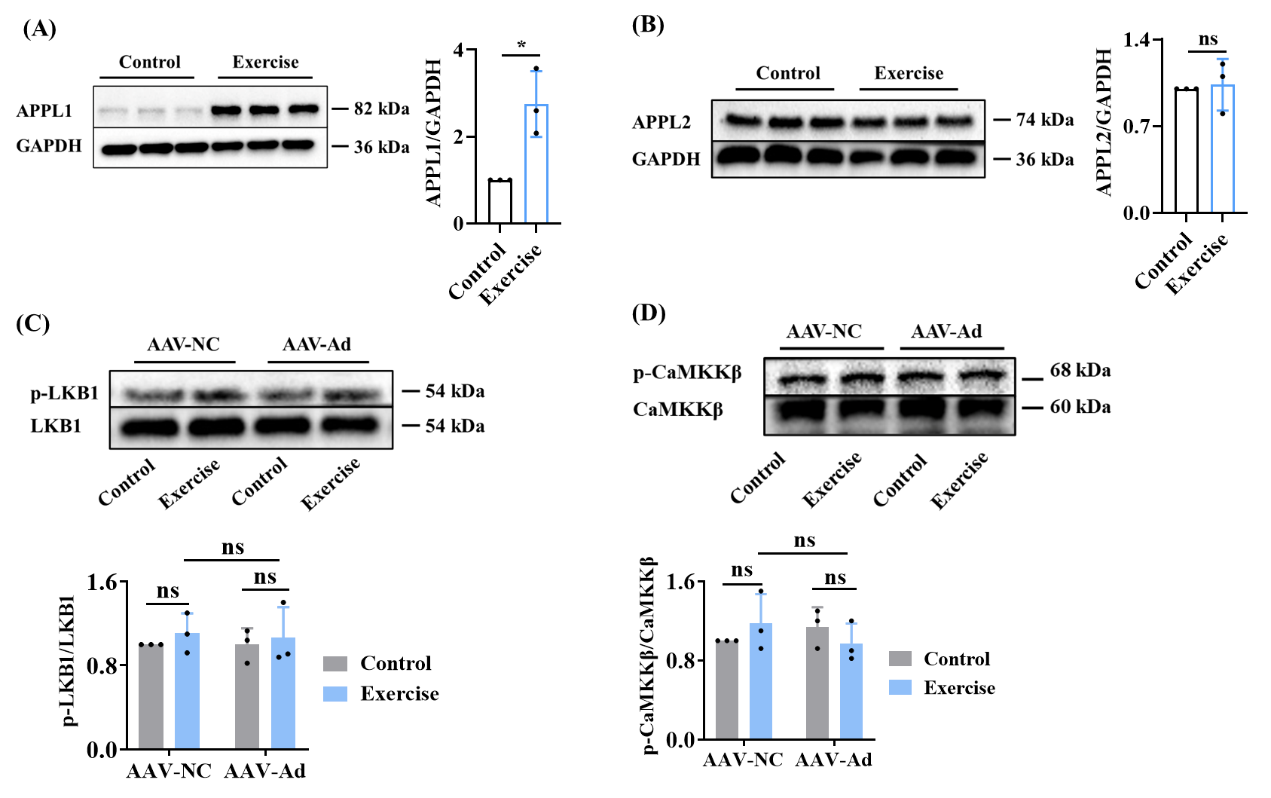

**Supplemental Figure 4. The effect of exercise on the major molecules in the AdipoR1-AMPK signaling.**

(**A and B**) Physical exercise up-regulated the protein levels of APPL1, rather than APPL2, in skeletal muscle of mice. The protein levels of APPL1 (**A**) and APPL2 (**B**) were measured by western blotting (left panel). Quantification of the ratio of APPL1 (**A**) and APPL2 (**B**) to GAPDH (right panel). (**C and D**) Physical exercise did not affect the phosphorylation of LKB1 and CaMKKβ in skeletal muscle of mice. Furthermore, knockdown of AdipoR1 by RNAi did not affect the phosphorylation of LKB1 and CaMKKβ. The levels of phospho-LKB1(Ser428) (**C**) and phospho-CaMKKβ(Ser511) (**D**) were measured by western blotting (left panel). Quantification of the ratio of p-LKB1 to LKB1 (**C**) or p-CaMKKβ to CaMKKβ (**D**) (right panel). **P* < 0.05. ns, not significant. NC, negative control. Ad, AdipoR1.

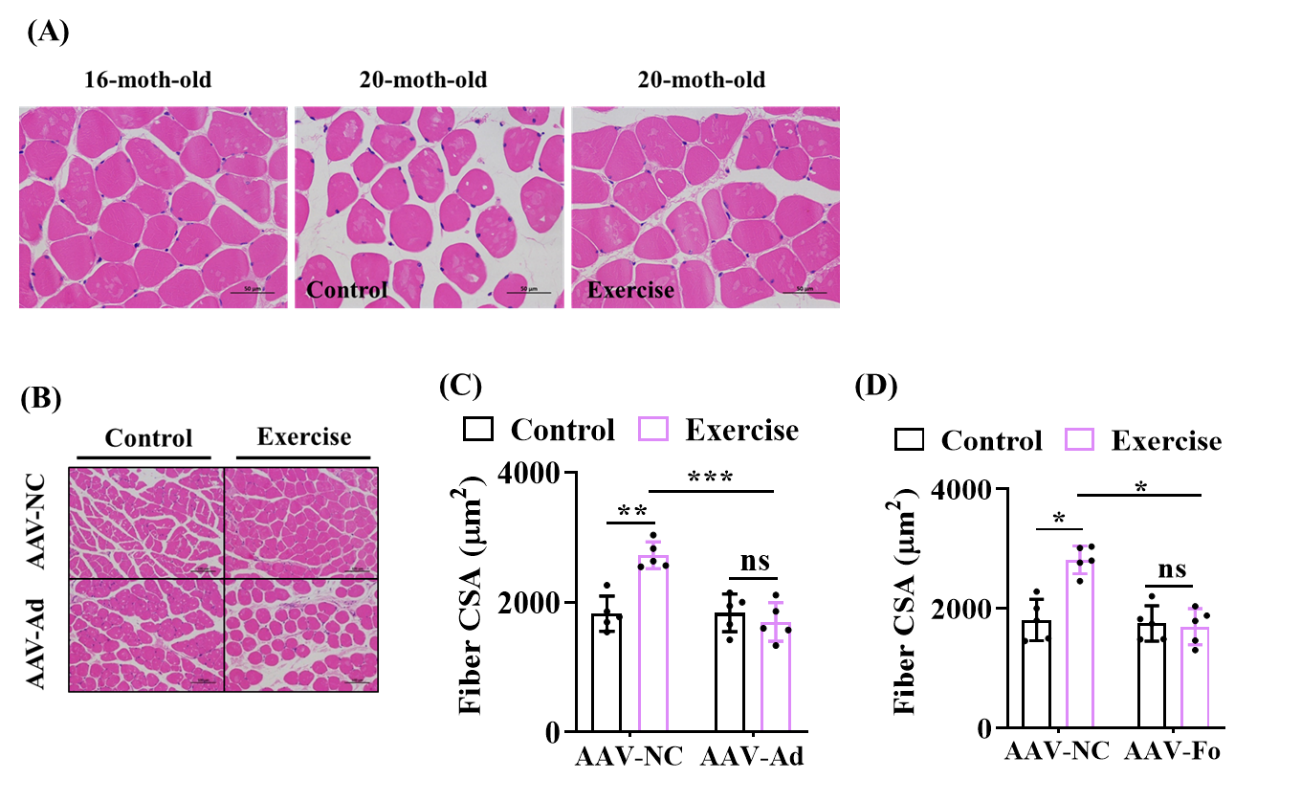

**Supplemental Figure 5. Exercise improves muscle quality, which is dependent on AdipoR1 and FoxO3a**

**(A)** Representative haematoxylin and eosin (HE) staining in transverse gastrocnemius muscles sections from mice of 16-month-old and 20-month-old. Scale bar, 50 μm. (**B**) Representative haematoxylin and eosin (HE) staining in transverse gastrocnemius muscle sections of 20-month-old mice. Scale bar, 100 μm. (**C and D**) Muscle fiber cross-sectional area (CSA) in gastrocnemius muscles of mice (n=5 per group). **P* < 0.05, ***P* < 0.01, ****P* < 0.001, ns, not significant. NC, negative control. Ad, AdipoR1. Fo, FoxO3a.

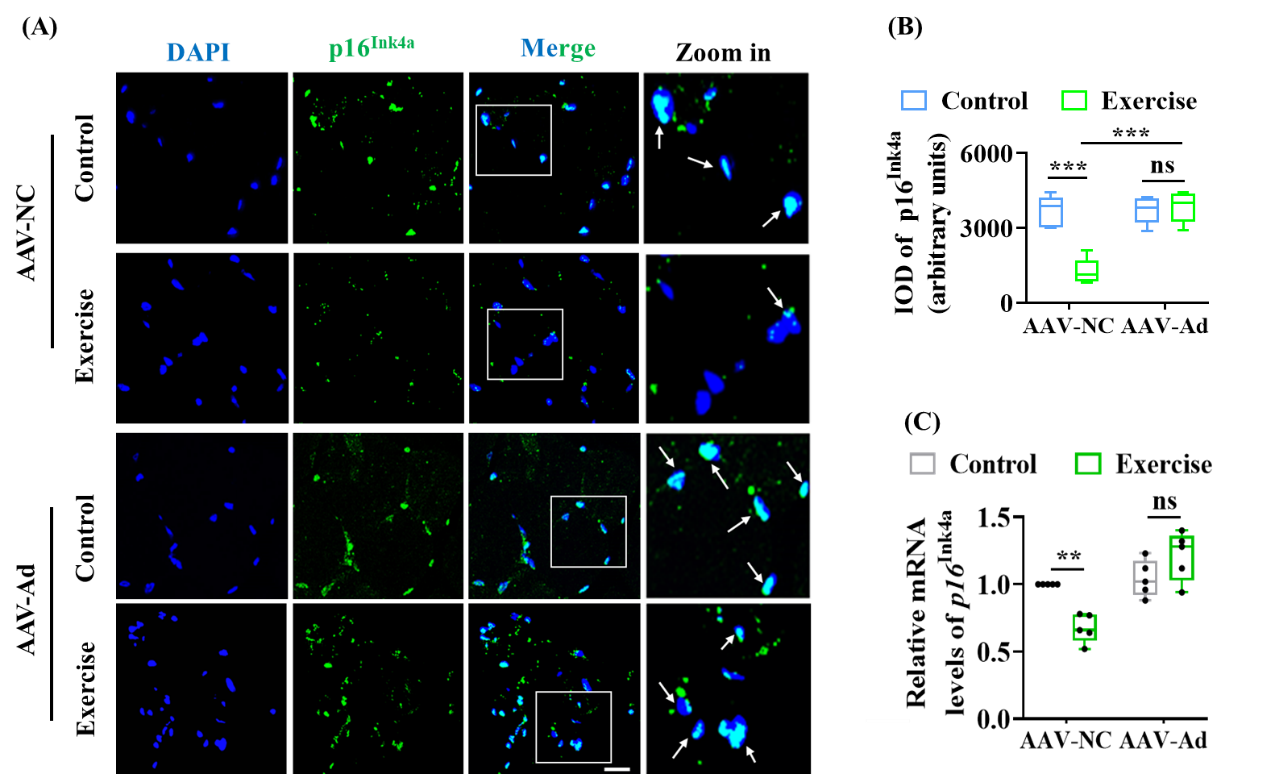

**Supplemental Figure 6. Exercise reduces the expression of p16INK4a via AdipoR1 in skeletal muscle of mice.**

(**A and B**) The protein levels of p16^INK4a^ were reduced in skeletal muscle of exercised mice. This decrease was inhibited by knockdown of AdipoR1 by shRNA. Representative images of immunofluorescence staining for p16^INK4a^ in gastrocnemius muscles of mice. Scale bar, 20 μm **(A)**. Quantification of p16Ink4a protein expression **(B)**. **(C)** Quantitative real-time PCR analysis of *p16^Ink4a^* mRNA expression. ***P* < 0.01, ****P* < 0.01, ns, not significant. NC, negative control. Ad, AdipoR1.

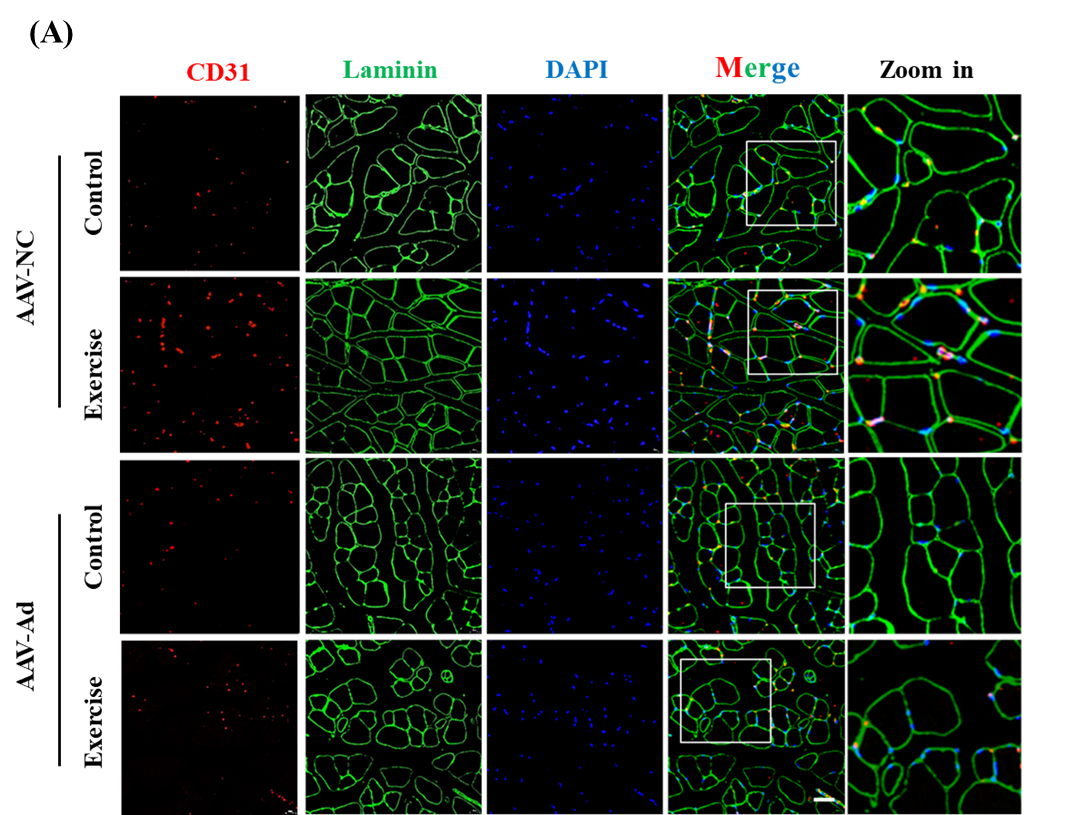

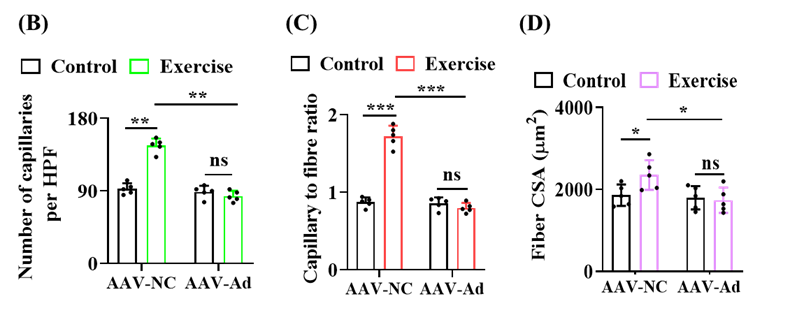

**Supplemental Figure 7. AdipoR1** **is** **involved in the exercise-****induced improvement of muscle** **atrophy.**

**(A)** Representative images of CD31 and Laminin immunofluorescence staining in mice gastrocnemius muscles. NC, negative control. Ad, AdipoR1. Scale bar, 40 μm. **(B-D)** Exercise increased the number of capillaries (**B**), the ratio of capillary to fiber (**C**), and fiber cross-sectional area (CSA) **(D)** in the gastrocnemius muscles. These increases were inhibited by knockdown of AdipoR1 by shRNA. Values are presented as mean ± SD, n=5 per group. **P* < 0.05, ***P* < 0.01, ****P* < 0.01, ns, not significant. NC, negative control. Ad, AdipoR1.

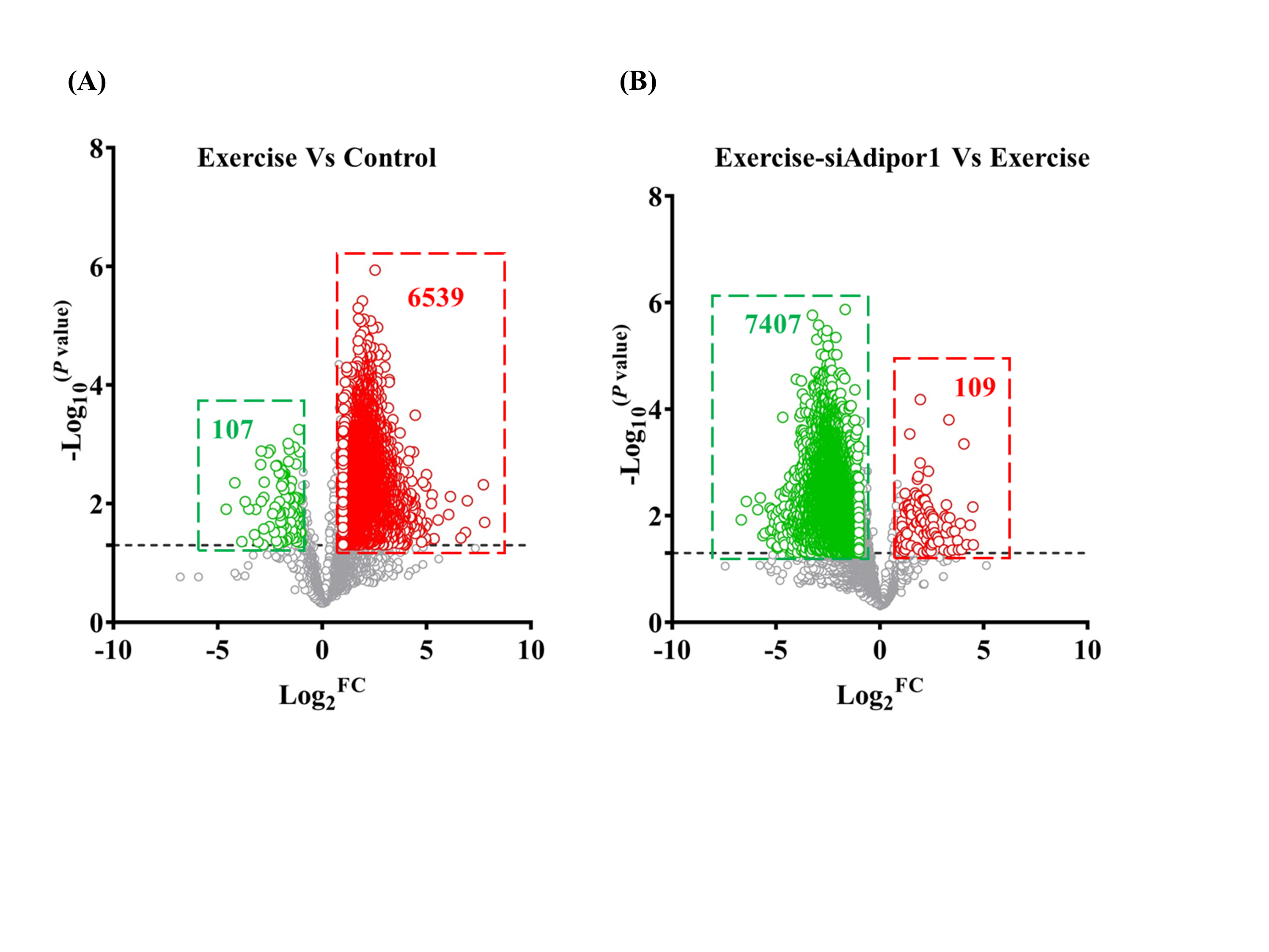
**Supplemental Figure 8. RNA-Seq analysis the transcriptomic profiles of mice after wheel running exercise.**

(**A and B**) Volcano Plot for differential gene expression was performed by comparing exercised mice to control mice (**A**), and exercised mice subjected to AdipoR1 shRNA versus exercised mice (**B**). The red dots represent the significantly upregulated genes and the green dots represent the significantly downregulated genes.

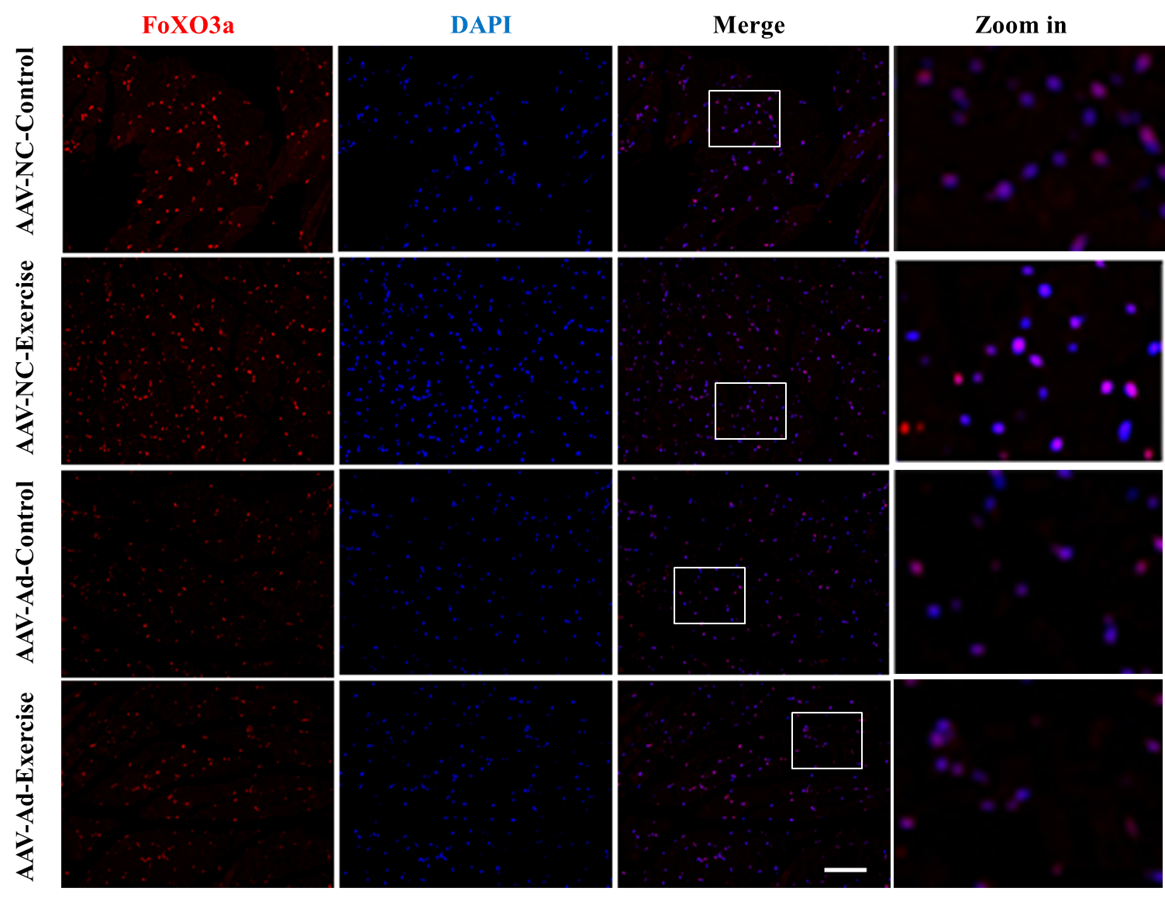

**Supplemental Figure 9. Subcellular localization of FOXO3a in skeletal muscle is not affected by either exercise or AdipoR1 knockdown.**

Representative images of immunofluorescence staining for FOXO3a in gastrocnemius muscles of mice. NC, negative control. Ad, AdipoR1. Scale bar, 100 μm.

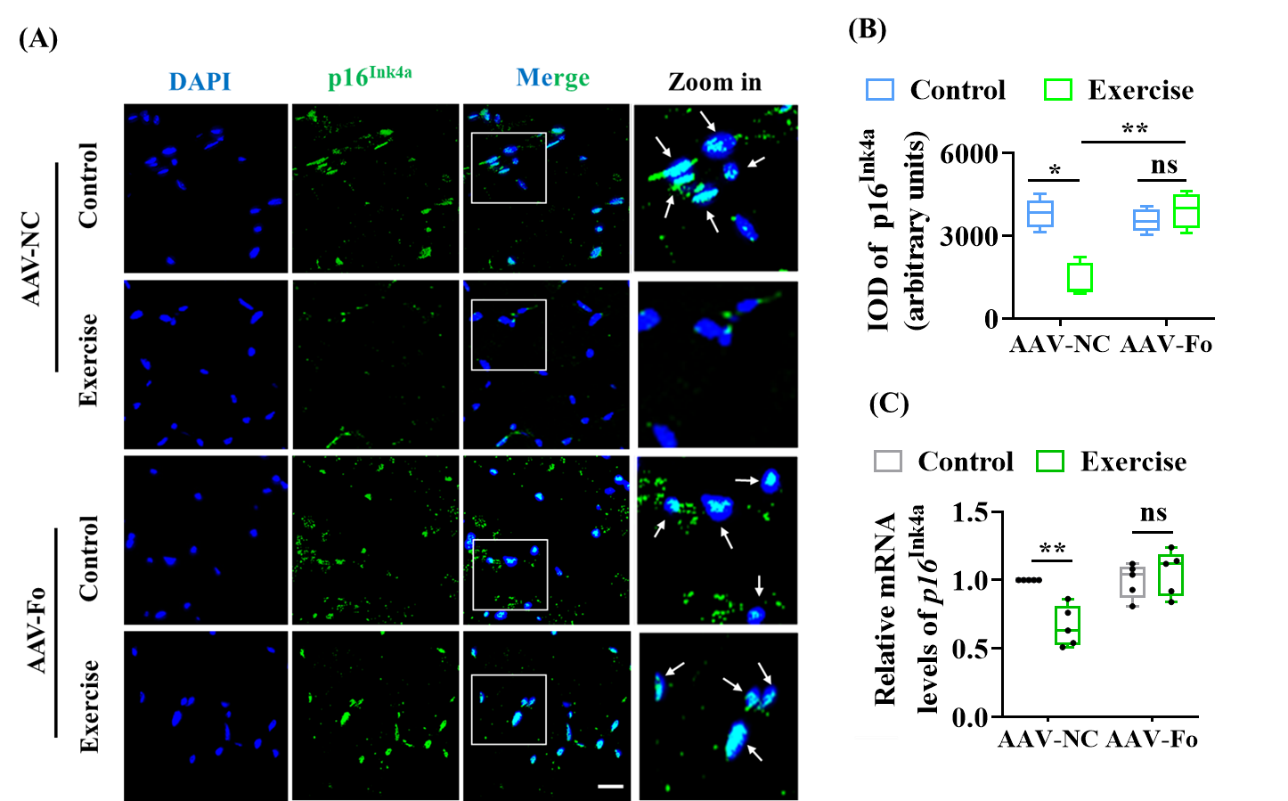

**Supplemental Figure 10. Exercise reduces the expression of p16INK4a via FOXO3a in skeletal muscle of mice.**

(**A and B**) The protein levels of p16^INK4a^ were reduced in skeletal muscle of exercised mice. This decrease was inhibited by knockdown of FoxO3a by shRNA. Representative images of immunofluorescence staining for p16^INK4a^ in gastrocnemius muscles of mice. Scale bar, 20 μm **(A)**. Quantification of p16Ink4a protein expression **(B)**. **(C)** Quantitative real-time PCR analysis of *p16^Ink4a^* mRNA expression. **P* < 0.05, ***P* < 0.01, ns, not significant. NC, negative control. Fo, FoxO3a.

**
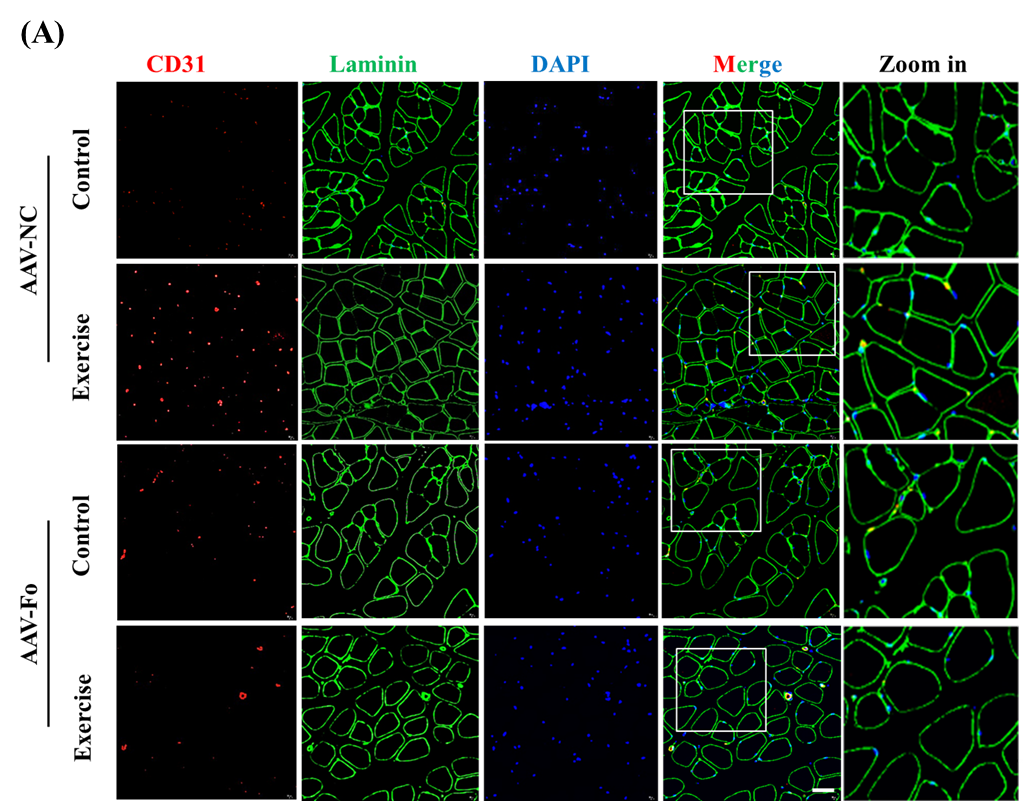
**

**
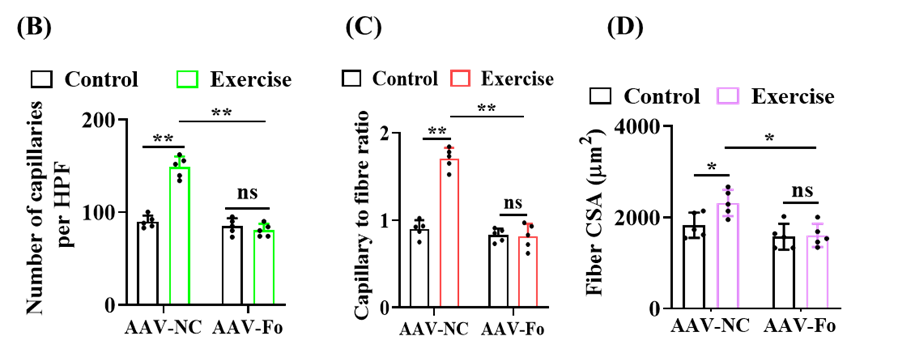
**

**Supplemental Figure 11. Exercise improves number and density of capillaries via FOXO3a in skeletal muscle of mice.**

**(A)** Representative images of immunofluorescence staining for CD31 and Laminin in gastrocnemius muscles of mice, Scale bar, 100 μm. **(B-D)** Exercise increased the number of capillaries (**B**), the ratio of capillary to fiber (**C**), and fiber cross-sectional area (CSA) **(D)** in the gastrocnemius muscles. These increases were inhibited by knockdown of FoxO3a by shRNA. Values are presented as mean ± SD, n=5 per group. **P* < 0.05, ***P* < 0.01, ns, not significant. NC, negative control. Fo, FoxO3a.

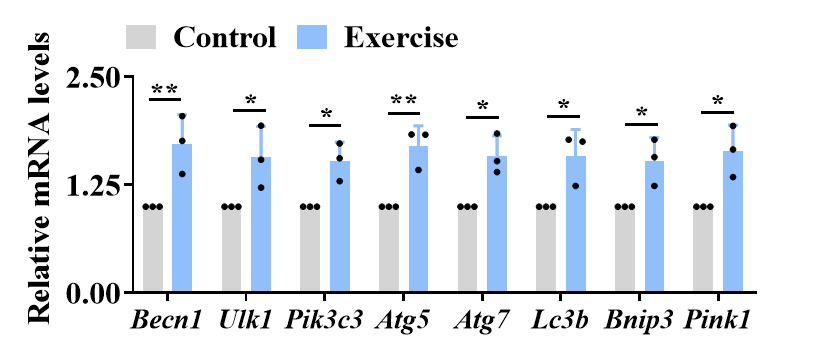

**Supplemental Figure 12. Exercise up-regulates the expression of these autophagy-related genes in worms.**

These results are means ± SD of three independent experiments. **P* < 0.05. ***P* < 0.01,

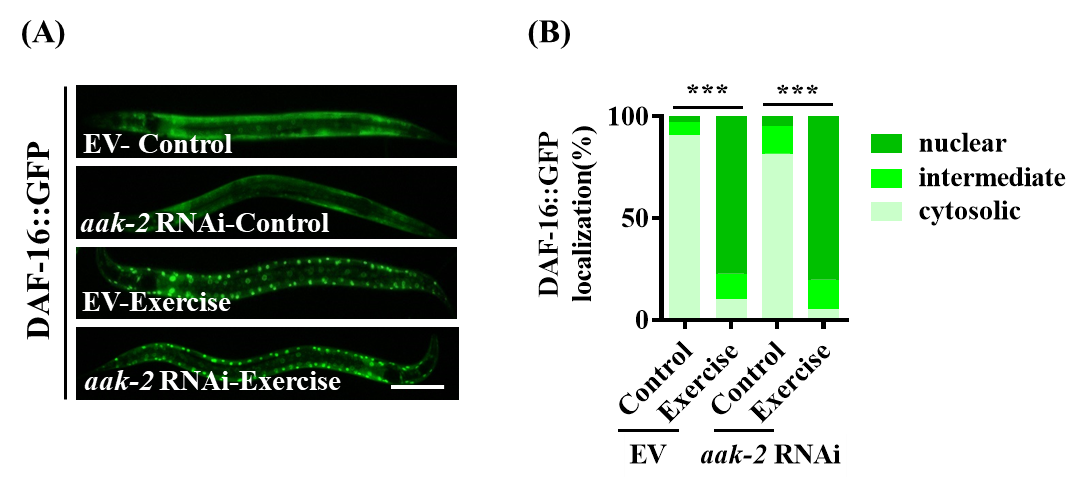

**Supplemental Figure 13. Exercise induces the nuclear accumulation of DAF-16, which is independent of AMPK in worms.**

(**A and B**) Swim exercise significantly increased the nuclear accumulation of DAF-16::GFP. RNAi knockdown of *aak-2* encoding the *C. elegans* AMPK α2 catalytic subunit did not affect the nuclear localization of DAF-16 induced by swim exercise. Representative images of DAF-16::GFP expression pattern in worms (**A**). Scale bars: 100 μm. Quantification of DAF-16 distribution (**B**). ****P* < 0.001.

**
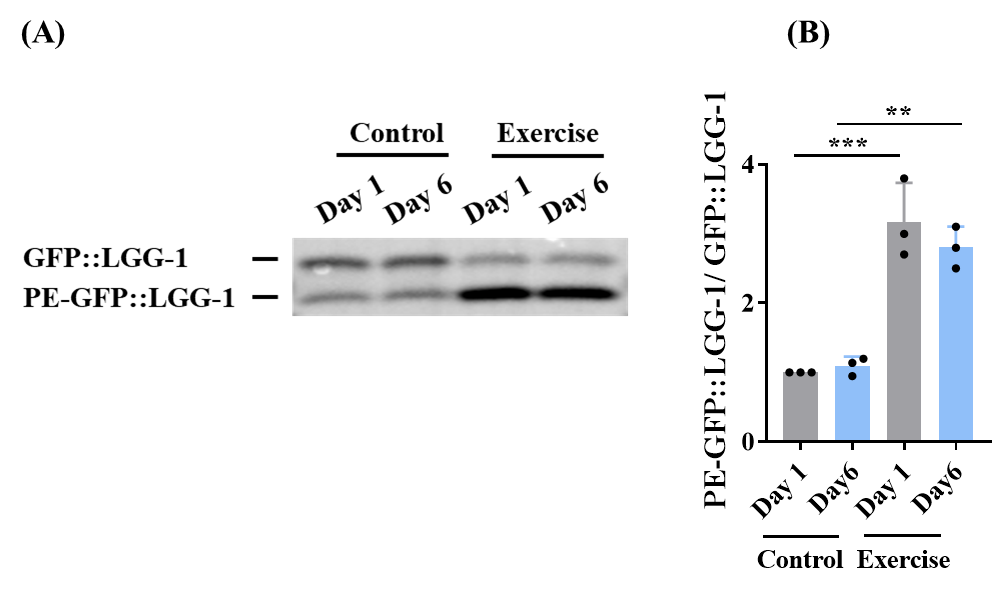
**

**Supplemental Figure 14 Exercise promotes autophagy in worms.**

(**A**) The protein levels of PE-GFP-LGG-1 and GFP-LGG-1 in worms were measured by western blotting. The blot shown here is typical of three independent experiments. (**B**) Quantification of the ratio of PE-GFP-LGG-1 to GFP-LGG-1. These results are means ± SD of three independent experiments. ***P* < 0.01, ****P* < 0.001.

**.
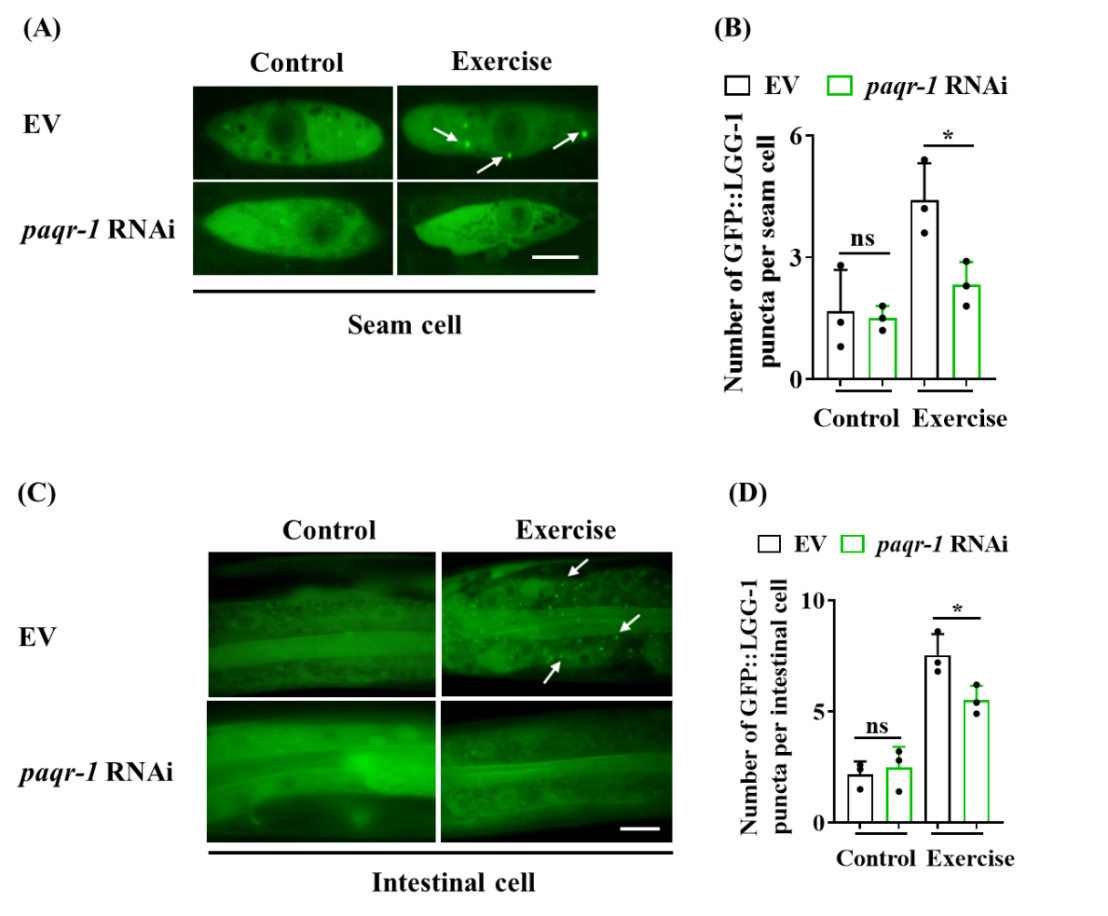
 Supplemental Figure 15. PAQR-1 is** **involved in autophagy induction in exercised worms.**

**(A)** Representative images of autophagosomes (GFP::LGG-1 puncta) in the seam cells of control worms and swim-exercised worms, respectively. The arrow denotes a representative autophagosome. Scale bars: 10 μm. **(B)** The numbers of GFP::LGG-1 puncta were counted in the seam cells. Values are presented as mean ± SD of three independent experiments (n = 30-35 worms per experiment). **(C)** Representative images of autophagosomes (GFP::LGG-1 puncta) in the intestinal cells of control worms and swim-exercised worms, respectively. The arrow denotes a representative autophagosome. Scale bars: 10 μm. **(D)** The numbers of GFP::LGG-1 puncta were counted in the intestinal cells. Values are presented as mean ± SD of three independent experiments (n = 30-35 worms per experiment). **P* < 0.05, exercise group versus control group. ns, not significant.

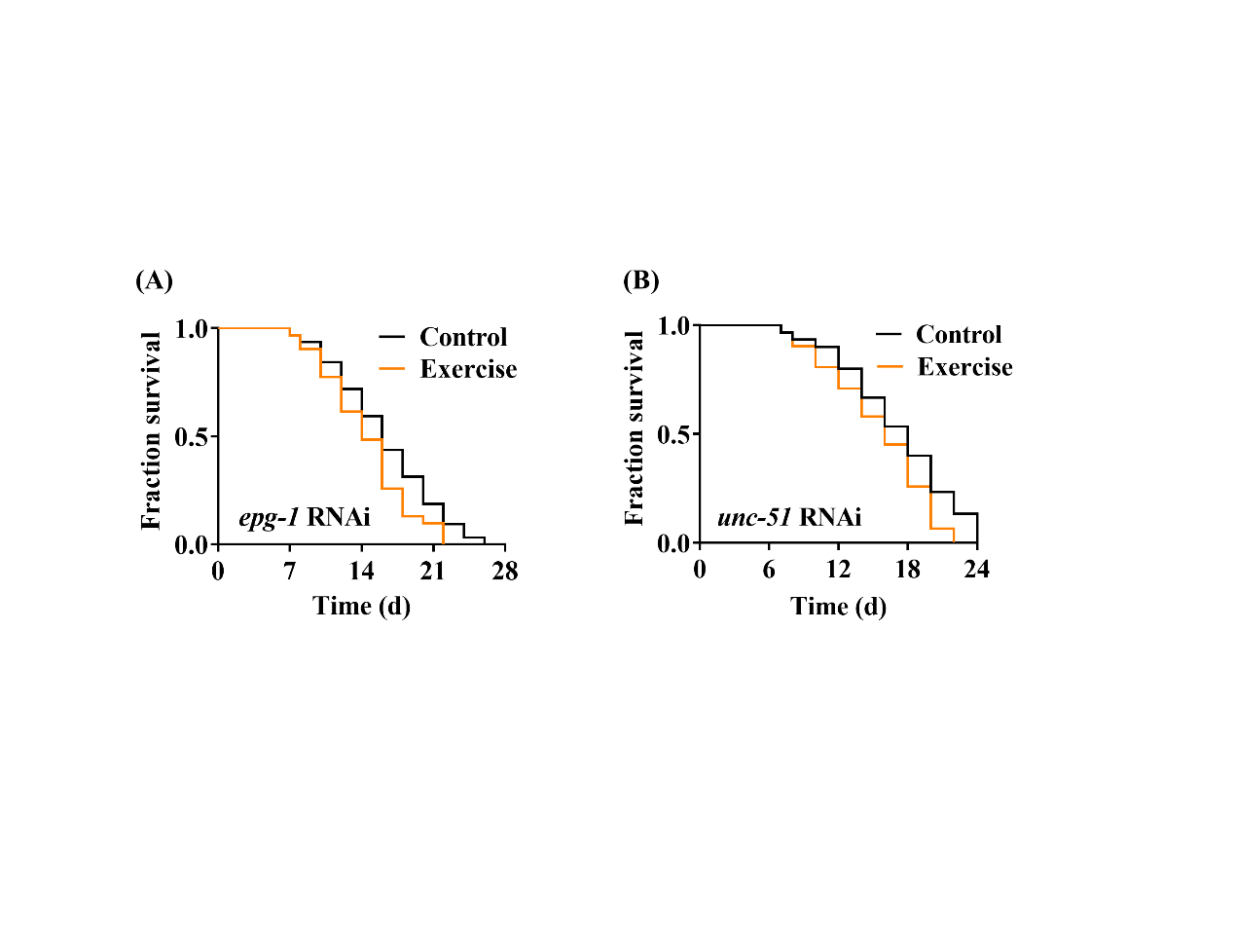

**Supplemental Figure 16. Autophagy-related genes are involved in exercise-induced longevity in worms.**

**(A and B)** Swim exercise failed to extend lifespan in worms subjected to *epg-1***(A)** or *unc-51* **(B)** RNAi, respectively. ns, not significant, exercise group versus control group

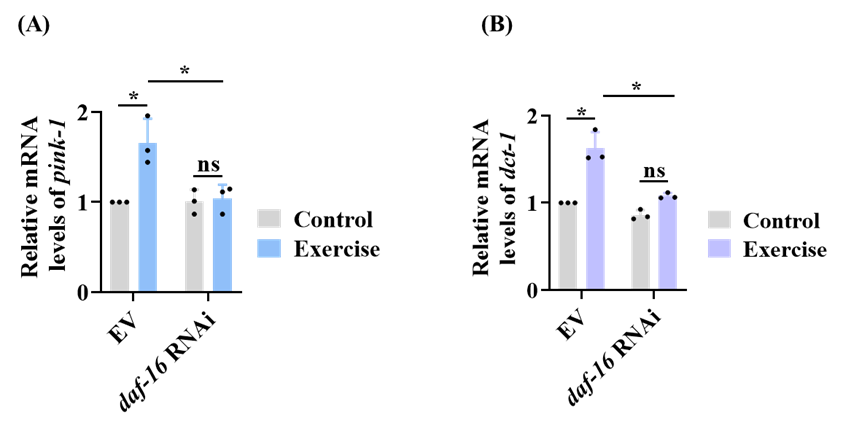

**Supplemental Figure 17. The mRNA levels of *pink-1* and *dct-1* are decreased in swim exercised-worms subjected to daf-16 RNAi.**

**(A and B)** Quantitative real-time PCR analysis of *pink-1***(A)** or *dct-1***(B)** mRNA expression of control worms and swim-exercised worms, respectively. Values are presented as mean ± SD, n=5 per group, **P* < 0.05. ns, not significant.

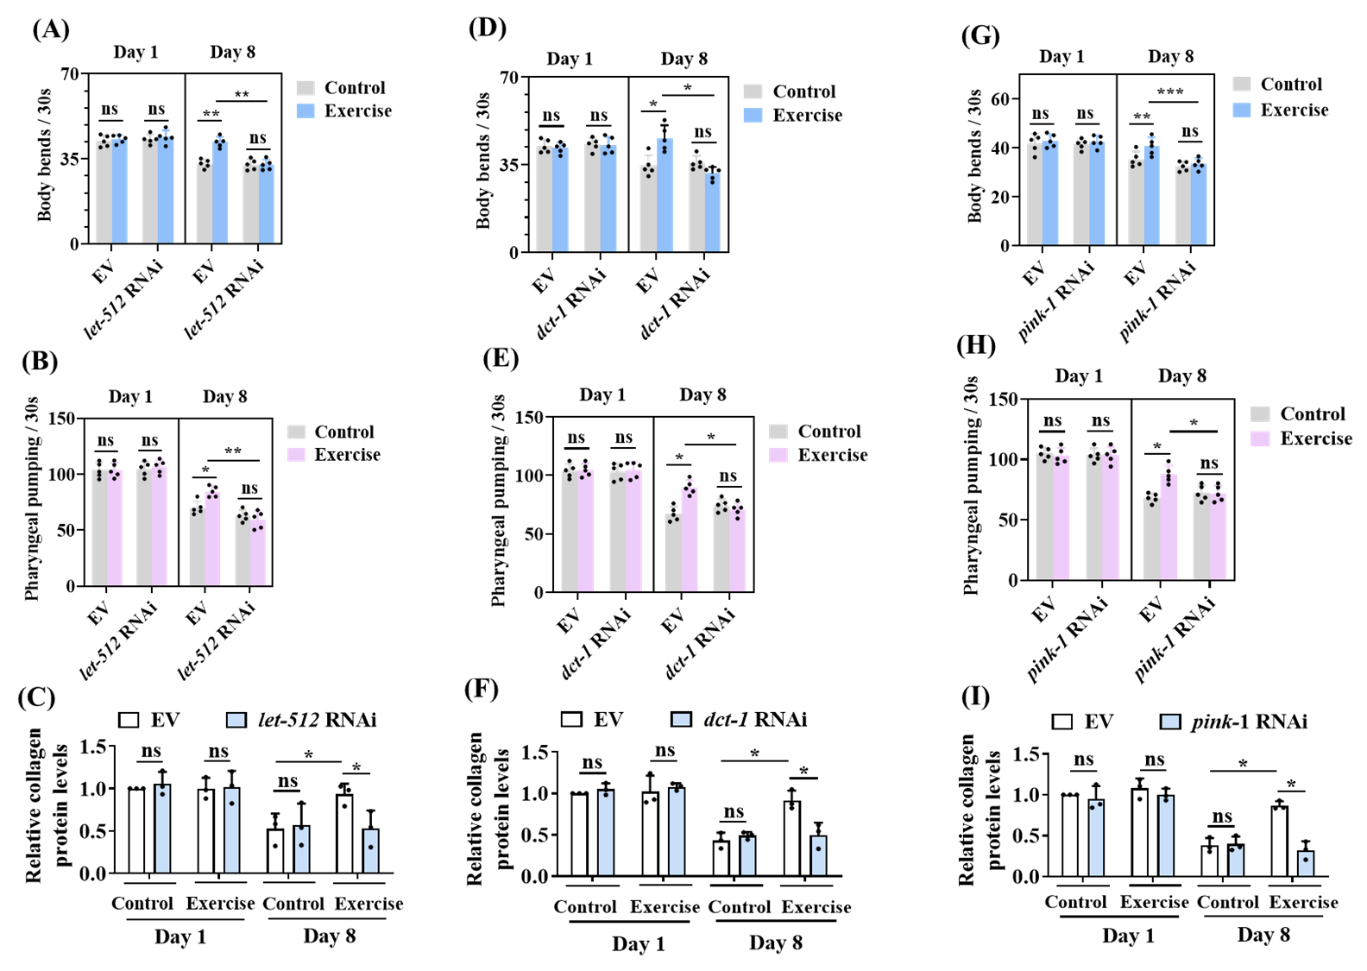

**Supplemental Figure 18. Knockdown of *let-512*, *dct-1* and *pink-1* by RNAi abolishes the beneficial effect of exercise on aging biomarkers in worms.**

**(A-C)** *let-512* was involved in delaying the appearance of the aging markers, including body bending **(A)** pharyngeal pumping **(B)** and relative collagen levels **(C)**, in swim-exercised worms. Values are presented as mean ± SD of three or five independent experiments (n = 30-35 worms per experiment). **(D-F)** *dct-1* was involved in delaying the appearance of the aging markers, including body bending **(D)** pharyngeal pumping **(E)** and relative collagen levels **(F)**, in swim-exercised worms. Values are presented as mean ± SD of three or five independent experiments (n = 30-35 worms per experiment). **(G-I)** *pink-1* was involved in delaying the appearance of the aging markers, including body bending **(G)** pharyngeal pumping **(H)** and relative collagen levels **(I)**, in swim-exercised worms. Values are presented as mean ± SD of three or five independent experiments (n = 30-35 worms per experiment). **P* < 0.05, ***P* < 0.01, ****P* < 0.001, ns, not significant.

# Supplementary material for: Physical exercise attenuates age‐related muscle atrophy and exhibits anti‐ageing effects via the adiponectin receptor 1 signalling
**Source:** J Cachexia Sarcopenia Muscle. 2023 May 24;14(4):1789–801. doi: 10.1002/jcsm.13257
**Supplement:** Supplementary file 2 — Data S1. Supporting Information

## Slide 1

# Uncropped scans of all blots and gels

## Slide 2

Fig. 1A

## Slide 3

Fig. 1B

## Slide 4

Fig. 2B

## Slide 5

Fig. 2C

## Slide 6

Fig. 4A

## Slide 7

Fig. 4C

## Slide 8

Fig. S4A

## Slide 9

Fig. S4B

## Slide 10

Fig. S4C

## Slide 11

Fig. S4D

## Slide 12

Fig. S14A

How the deposited data were processed for this re-analysis (not part of the article)

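Bulk RNA-Seq of mouse gastrocnemius muscle was analysed in 12 libraries, 4 each from control mice, exercised mice and exercised mice given AdipoR1 shRNA, grouped by the treatment and genotype in the sample labels. The submitters' notes name Bowtie2 2.2.3, TopHat2 2.0.12, HTSeq 0.6.1 and DESeq 1.18.0 and the genome build GRCm38, without saying what each program did. The paper states a threshold of p of at most 0.05 and a fold change of at least 2, and enrichment of KEGG pathways by DAVID. Each deposited table gives genes with coordinates, a length and 1 value per library. The values are RPKM: multiplied by the gene's length, they are whole multiples of 1 read within 0.001 read for 100% of values, at 41609547 to 53395182 reads per library, of which 99.8% to 99.96% fall on the genes listed. No scaling between libraries other than by total reads was seen in the values. One table holds all 12 libraries, of which 11 equal those of the single tables; the remaining column is the unnumbered exercise library. The column names of exercise and shRNA libraries carry other numbers than the labels, while those of control libraries carry the labels' numbers. The labels' numbers are used. 17 gene names had been turned into dates by a spreadsheet and were left as they are. Counting error sets a floor of 3 reads, 0.0281 to 0.0360 RPKM for a gene of 2000 bases, which covers counting error only.

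Values were analysed with R 4.3.3, limma 3.58.1, statmod 1.5.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. RPKM were taken as deposited, 1 was added, and log2 values of the 6774 genes with a mean of at least 1 RPKM over all libraries were fitted with limma (1 mean per group, empirical Bayes with trend and robust options). A gene was called at a Benjamini-Hochberg adjusted p under 0.05; counts at the paper's threshold use limma's unadjusted p of at most 0.05 and a fold change of at least 2 on the same scale. Adding 1 makes the fold change of a gene with few reads smaller than the ratio of its means. The share of reads on 35 mitochondrially encoded genes was compared by exact permutation tests. Group comparisons were exercise against control, shRNA against exercise and shRNA against control.

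Of 42 gene lists written before the data were examined, 39 had at least 3 genes tested. They hold 1407 genes, of which 1307 were matched by symbol, 10 by an older symbol and 90 were not listed. Lists were tested with limma's camera on the log2 values with its preset correlation of 0.01 and again with a correlation estimated from the libraries, and by Fisher's exact test for over-representation among called genes against all genes tested, each adjusted over the 39 lists. The genes named in the text follow a rule set before the data were examined: the 10 with the largest rise and the 10 with the largest fall among called, named genes whose values do not overlap between groups, genes named by the paper, and up to 4 members with the largest change in each list described. One gene chosen by this rule is not reported here. The genes Prkag3, Bcl6, Ube2l6, Igfn1, Myl2, Mir7231, Myh7, Tnnt1, Adipoq and AY036118 fall outside this rule and were chosen after values were seen. An external annotation of the same genome matched 13039 genes, and 13036 of these overlapped the deposited coordinates; it gave GC content, and the deposited coordinates showed that 30.8% of genes overlap another gene.

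Alternatives were another pseudocount (0.1), no filter, at least 10 reads in every library, rescaling to a common median or by TMM-like factors, mitochondrial genes removed from the library totals, limma-voom on recovered reads, replicate number as a block, fits of only the 2 groups compared, an equal-variance test on RPKM, and leaving out each library. Upper-quartile scaling, removal of mitochondrial genes with their nuclear copies, and leaving out the 3 libraries with over 50% of reads on mitochondrial genes were added after the data were seen. Replicate numbers did not pair the libraries: of 10 pairs with the same number, 1 had a correlation above 0.1. No 2 libraries were copies of each other (chi-square per degree of freedom of at least 124 between replicates).

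The fit was tested on simulated data with 200 genes changed and library totals like the real ones. All simulated libraries had the same composition, and their spread was taken from values rescaled to a common median. Real libraries within a group differ in their mitochondrial shares, which this simulation leaves out. Its recovery therefore does not describe calls in the values as deposited. Of genes changed 2-fold, 82.4% and 83.3% were called in the simulated exercise and shRNA comparisons, and of genes changed 4-fold 100% in both, with 4 of 5412 and 6 of 5422 unchanged genes called. In another simulation only mitochondrial genes and their copies were changed, and every library was given the mean share of its real group. Of 5947 unchanged genes, 5694 were called higher with exercise and 5943 lower with the shRNA as deposited. After rescaling to a common median, 2 were called higher and 1 lower with exercise, and 1 higher and 0 lower with the shRNA. The spread of shares within the real groups was left out, so these counts do not predict counts in the real libraries. Membership files of the KEGG database and the omitted parts of the paper's long tables were not used here.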

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

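Of the tests in this part, those of gene length and GC content, of other splits of the libraries, of values rescaled to a common median and of single libraries left out were set before their results were seen, and the others were chosen after.

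Nearly all genes called were higher with exercise (3313 of 3377) and lower with AdipoR1 shRNA (4568 of 4639), while the share of reads on mitochondrial genes, which the paper does not report, changed by -27.1 and 35.8 percentage points in the same comparisons. Library totals argue against total sequencing depth, since the groups' mean totals differed by factors of 1.05 and 1.04. The reads left for other genes did differ, with the mitochondrial share. Fewer reads on mitochondrial genes raise the RPKM of every other gene, since RPKM are scaled by total reads. With mitochondrial genes and their nuclear copies left out of the library totals, 79.4% and 94.1% of the median shift was gone. Why the share of mitochondrial reads changed stays open. A smaller amount of mitochondrial RNA after exercise and a larger amount of nuclear RNA would both give this pattern, and the values hold shares only, so a biological change in either was not tested. A difference in library preparation was not tested either. No other split of the libraries reached either count as deposited (highest other 940 and 3432 genes). The real split is 1 of 35 in each, the smallest share these splits can give. These counts depend on how a split sorts libraries by mitochondrial share, which was lowest in the exercise libraries. As deposited, they therefore add little to the test of that share. Chance is argued against for the counts after rescaling to a common median, 2272 and 2699 genes, where the highest other splits called 1 and 65. The 3276 genes higher with exercise and lower with the shRNA were reached in 2 of 100 splits (highest other 3294). That other split keeps the exercise libraries together and mixes control with shRNA libraries. The overlap therefore sets exercise libraries apart and does not tell control from shRNA libraries.

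Adipor1 was lower in shRNA than in exercise libraries but at a level like that of control libraries. A swap between an exercise and a shRNA library is argued against, since 0 of the 8 libraries correlated better, over all genes, with the mean of the other group than with the rest of its own. A candidate explanation is that Adipor1 follows the shift of all genes, since its log2 fold change lies at the 20.0th percentile of all genes tested. A fall of its own from the shRNA stays open as well, since after rescaling to a common median the log2 fold change was -0.49 (adjusted p = 0.0735).

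Genes of the tricarboxylic acid cycle and of fatty acid oxidation were higher with exercise and lower with the shRNA relative to all genes by camera with its preset correlation, and not with an estimated correlation (adjusted p = 0.951 and 0.886, and 0.415 and 0.459 after rescaling to a common median). A bias by gene length and GC content as the whole cause is argued against by the lists' median log2 fold changes. When both trends were removed from values rescaled to a common median, they went from 1.08 to 1.07 (cycle) and 0.75 to 0.79 (fatty acid oxidation) with exercise. With the shRNA, they went from -1.15 to -1.11 and from -0.92 to -0.82. The highest adjusted p of these lists was then 0.000104 by camera with its preset correlation, which alone decides little, since other splits also gave small p. More slow fibres in the part of the muscle taken cannot be told apart from a change within fibres, since slow-fibre genes changed less than cycle genes with exercise by -0.93 on the log2 scale, a difference that 4 libraries against 4 do not separate from 0 (two-sided exact permutation test, p = 0.2). An effect of exercise on these genes stays open, as untested apart from the groups. By camera's p before adjustment, compared over all 35 splits of the libraries, chance is not excluded for these lists. For fatty acid oxidation, 9 and 3 of the 35 splits, enumerated as an exact set, gave one as small (p = 3.9e-05 and 8.5e-05, smallest of other splits 3.0e-08 and 3.6e-06), and for the cycle 3 and 3 of 35 (p = 1.8e-05 and 2.9e-05, smallest of other splits 1.5e-06 and 2.7e-07).

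For the lists of the paper's pathways, chance is not excluded either, with p from camera before adjustment. With exercise, 6 of 35 splits gave a p as small for autophagy (0.000635, smallest of other splits 0.000225), 9 for FOXO signalling (0.129, 0.00481), 11 for AMPK signalling (0.0760, 0.00768) and 12 for mitophagy (0.0295, 0.00299). With the shRNA, these were 4 for autophagy (0.000361, 0.000106), 4 for FOXO signalling (0.130, 0.0439), 7 for AMPK signalling (0.0646, 0.0287) and 4 for mitophagy (0.0122, 0.00331).

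Between shRNA and control libraries, a comparison the paper does not report, 3 genes were called, and 18 genes were higher and 174 lower at an unadjusted p under 0.05 from limma. Igfn1, an immunoglobulin-like protein of muscle, averaged 10.6 RPKM in control and 0.855 in shRNA libraries (log2 fold change -2.19, adjusted p = 0.0071). Myl2, the slow-fibre myosin light chain, averaged 2.97 and 0.551 RPKM (-1.39, adjusted p = 0.0286). Mir7231 averaged 0.414 and 4.12 RPKM (1.92, adjusted p = 0.0286). None of these was called after rescaling to a common median (adjusted p = 0.332, 0.343 and 0.261), and over single left-out libraries the count of genes called lower ran from 0 to 3. Igfn1 was not called without control replicate 4, Mir7231 was not called without any one control library or exercise replicate 2, and Myl2 was called only without exercise replicate 3, shRNA replicate 1 or shRNA replicate 2. Chance is not excluded, since 8 of 35 splits called as many genes, and the highest, 5245, set control replicates 1 and 2 and shRNA replicates 3 and 4 against the others, which points to a structure of the libraries: these 4 have the lowest mitochondrial shares of the 8.

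Of 8 genes of red blood cells tested, which the paper's main text does not discuss, 6 were lower with exercise than in control muscle.

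Single libraries stood apart from the other 3 of their group in 7 of 48 groups of values tested. Chance gives about 1 in 20, but 4 of the 7 are in genes chosen after their values were seen (AY036118, Myh7, Tnnt1 and Adipoq), so the count is no test against that rate; each ratio below is the gap to the nearest library over the group's range. For AY036118, a transcript of ribosomal RNA, shRNA replicate 1 had 5894 RPKM and the others 1.16 to 695 (0.882). The value of 1.16 was in shRNA replicate 4, while shRNA replicate 2 had 280. Exercise replicate 3, at 1.04 RPKM, and exercise replicate 4 were also low, against 574 and 987 in the other exercise libraries. Control libraries had 439 to 1056 RPKM. AY036118 thus split libraries within the exercise and shRNA groups, and the cause, such as a difference in library preparation, was not tested. Mb had 2606 RPKM in exercise replicate 4 and 900 to 1185 in the others (0.833). Mybpc1 had 13.9 RPKM in shRNA replicate 3 and 2.49 to 4.25 in the others (0.846). In exercise replicate 3, Pdk4 had 511 RPKM against 40.4 to 62.9 (0.952), Myh7, the slow myosin heavy chain, 33.7 against 0.858 to 1.54 (0.979), and Tnnt1, the slow troponin T, 91.0 against 8.10 to 17.0 (0.893). Adipoq, the adiponectin gene of fat cells, had 3.02 RPKM in shRNA replicate 4 and 0.268 to 0.566 in the others (0.892). It was higher in exercise replicates 2 and 3, at 10.5 and 27.6 RPKM, against 0.484 and 0.209 in the other exercise libraries. The ratio does not flag these, since more than 1 library of the group is high.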

How the results depend on the processing

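Upper-quartile scaling, removal of mitochondrial genes with their nuclear copies and leaving out the 3 libraries with over 50% of reads on mitochondrial genes were chosen after seeing the data, and all other alternatives before. Counts are genes higher then lower with exercise against control, then higher and lower with the shRNA against exercise, unless stated; unless a value shows it, the cause was not tested.

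Adipor1 in shRNA against exercise kept its direction in every alternative, and its call was lost with a common median, limma-voom, an upper quartile and removal of mitochondrial genes with copies. By camera with its preset correlation, the autophagy list stayed past the threshold in every alternative, leave-one-out included, though not with an estimated correlation (adjusted p = 0.951 and 0.886 as deposited) nor, with exercise, by Fisher's exact test after rescaling to a common median (0.0769). Counts at the paper's threshold stayed within 1.5 times except where given below. For the named genes, 1214 values under other alternatives kept direction and side, 122 kept direction and lost the call, 30 gained it and 24 had the other sign; with single libraries left out these were 1335, 49, 5 and 3. For the main results, under other alternatives 171 values kept their side (counts within 1.5 times), 88 counts moved further, 8 calls were lost and 11 gained; with single libraries left out these were 274, 16, 8 and 2.

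List values in this paragraph and the next are from camera with its preset correlation unless stated. Without a filter, 6061 genes were higher with exercise and 107 higher and 7750 lower with the shRNA, and the overlap was 5832. Then shRNA against control called 0 and 0, and lists of FOXO signalling (adjusted p = 0.0123 in both comparisons) and mitophagy (exercise, 0.00788) passed. With an estimated correlation, run only on filtered values, these did not pass (camera adjusted p = 0.951 with exercise for both lists and 0.886 with the shRNA for FOXO signalling). The number of genes tested without a filter is larger by construction. With at least 10 reads in every library, mitophagy passed with exercise (0.0167) and shRNA against control called 0 higher and 1 lower. With only the 2 groups compared, 108 genes were lower with exercise, mitophagy passed (0.0455) and 1 was lower in shRNA against control. With replicate number as a block, 1664 and 23 were called with exercise, 45 were higher with the shRNA, the overlap was 1643, mitophagy with exercise passed (0.0415) and shRNA against control called 0 and 0.

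With libraries rescaled, the higher and lower counts came nearer to each other than as deposited. The counts stayed furthest apart with only mitochondrial genes removed, and with exercise they also stayed apart when the copies were removed too. With a common median, they were 1198, 1074, 1265 and 1434 (392, 492, 578 and 521 at the paper's threshold), the overlap 974, shRNA against control 0 and 0, Adipor1 -0.49 with adjusted p = 0.0735, AMPK with the shRNA 0.0373 and mitophagy with the shRNA 0.0644. With TMM-like factors, they were 1336, 956, 1092 and 1731 (485, 424, 470 and 682), the overlap 1136, AMPK 0.0342 and shRNA against control 0 higher. With limma-voom, they were 1350, 1138, 1242 and 1351 (960, 826, 961 and 1051), the overlap 1015, Adipor1 -0.66 (adjusted p = 0.0706), AMPK 0.0354 and shRNA against control 0 higher. With an upper quartile, they were 1236, 1043, 1332 and 1368 (419, 466, 614 and 484), the overlap 963, Adipor1 -0.47 (0.0867), AMPK 0.0387, mitophagy 0.0729 and shRNA against control 0 and 0. With mitochondrial genes and copies removed, they were 1720, 458, 1080 and 1488 (664, 262, 575 and 582), the overlap 1215, Adipor1 -0.53 (0.0669), AMPK 0.0437, mitophagy 0.0747 and shRNA against control 0 and 0. With mitochondrial genes removed, 182 were lower with exercise and 232 higher with the shRNA (1368, 140, 142 and 1936 at the paper's threshold), and shRNA against control called 0 and 0. Without the 3 libraries, 2324 genes were lower with the shRNA (108 higher and 1871 lower at the paper's threshold), mitophagy was 0.0512 and shRNA against control called 0 and 0; fewer samples are in this fit by construction. The equal-variance test gave 6059 higher with exercise and 6549 lower with the shRNA two-sided, and 6749, 135, 134 and 7633 one-sided.

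Genes whose sign changed, in the order common median, TMM-like, voom, upper quartile and mitochondrial genes with copies removed: Gapdh with the shRNA 1.59, 1.45, 1.55, 1.62 and 1.55, and 0.69 with mitochondrial genes removed and 0.96 without the 3 libraries (-0.57 to 0.31 leave-one-out); Pik3c3 with exercise -0.47, -0.42, -0.67, -0.46 and -0.29, and -0.041 with mitochondrial genes removed, and with the shRNA 0.12, 0.040, 0.15, 0.14 and 0.12; Bcl6 with the shRNA 0.40, 0.31, 0.70, 0.42 and 0.39, and 0.10 without the 3 libraries.

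Over single left-out libraries, the counts with exercise ran from 2264 (without control replicate 3) to 3638 higher and from 34 (without exercise replicate 4) to 75 lower, and for shRNA against control from 0 to 2 higher and 0 (without control replicate 4) to 3 lower. The mitochondrial share changed by -31.7 (without control replicate 1) to -21.4 (without control replicate 3) points with exercise and by 29.9 to 43.2 with the shRNA; without any one exercise library, its p was 0.0571 in both comparisons (adjusted p = 0.0857), past no threshold. Mitophagy with exercise ran from 0.0400 (without control replicate 2) to 0.120. Fits by other tools for counts were not run here. By total reads, depth limits little, since 3 reads are at most 0.0360 RPKM for a gene of 2000 bases. The reads left for genes other than mitochondrial genes and their copies differed. They were 11.3%, 13.1%, 48.0% and 66.4% of reads in shRNA replicates 1 to 4, and 79.1% to 90.1% in exercise libraries. Listed genes at 0 numbered 55 to 537 in shRNA libraries and 30 to 80 in exercise libraries.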

Differences from the paper's values

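The paper's text names no adjustment for the number of genes, and its threshold was applied here to limma on the 6774 genes with a mean of at least 1 RPKM. At that threshold, 2657 genes were higher with exercise than in control muscle, where the paper's value is 6539, and 63 were lower, where the paper's value is 107. With AdipoR1 shRNA against exercise, 69 genes were higher, where the paper's value is 109, and 3763 were lower, where the paper's value is 7407. The alternatives set before the data were examined that fall within 1.5 times of all 4 of the paper's values are an equal-variance test on RPKM of all listed genes, two-sided (6059, 92, 87 and 6549) or one-sided (6749, 135, 134 and 7633). For the genes lower with exercise, pseudocount 0.1 (79), removal of mitochondrial genes from the library totals (140) and fits of only the 2 groups compared (76) also do, and for the genes higher with the shRNA, pseudocount 0.1 (79), removal of mitochondrial genes (142) and leaving out exercise replicate 3 (76), shRNA replicate 1 (78) or shRNA replicate 4 (76) do. All other alternatives set before the data were examined do not, and for the genes higher with exercise and lower with the shRNA only the equal-variance tests do.

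The paper's tables of called genes are held here in part, 1998 of 6646 and 1998 of 7516 entries. Each matched entry, 1995 and 1997, has a fold change equal to the log2 ratio of mean RPKM (within 0.001) and a p equal to that of a one-sided equal-variance test (within 1%).

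The paper lists nucleocytoplasmic transport and FOXO signalling among the pathways overrepresented in both comparisons. The lists used here are not those of its database. For nucleocytoplasmic transport, Fisher's exact test gave adjusted p = 0.0889 with exercise and 0.1 with the shRNA. For FOXO signalling it gave 0.0447 with exercise, past the threshold, and 0.0802 with the shRNA. In camera with its preset correlation, without a filter, FOXO signalling passed in both comparisons (adjusted p = 0.0123 each). With an estimated correlation, run only on filtered values, it did not pass (camera adjusted p = 0.951 with exercise and 0.886 with the shRNA). For the other 6 pathways tested, Fisher's exact test was past the threshold in both comparisons as deposited, and none of the 6 was in both after rescaling to a common median.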

Other observations

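No test in this part was chosen after its result was seen.

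Further lists describe contraction and fuel use. Of 21 genes of glycolysis and glycogen, 14 were higher with exercise and 16 lower with the shRNA, among them Ldhb, a lactate dehydrogenase subunit, with log2 fold changes of 3.25 and -3.62 (camera adjusted p = 0.238 and 0.117). Of 16 genes of PGC-1alpha and endurance training, 13 were higher with exercise and 13 lower with the shRNA (0.0109 and 0.0366). Of 80 nuclear genes of oxidative phosphorylation, 26 were higher with exercise and 52 lower with the shRNA (0.623 and 0.557), and after rescaling to a common median 10 were higher and 15 lower, and 10 higher and 14 lower. Of 18 fast-fibre genes, 6 were higher with exercise and 13 lower with the shRNA (0.92 and 0.26), and of 12 slow-fibre genes 7 and 10 (0.928 and 0.404). Of 19 heat shock genes, 12 were higher and 17 lower (0.0232 and 0.0233), and of 31 proteasome genes 17 and 26 (0.86 and 0.0221). Of 14 immediate early genes, 11 were higher and 12 lower (0.148 and 0.307), among them Jun (2.19 and -2.42), and of 15 clock genes 11 and 12 (0.29 and 0.676). After rescaling, the counts higher and lower with exercise, then higher and lower with the shRNA, were 8, 3, 4 and 9 for glycolysis, 7, 1, 1 and 7 for PGC-1alpha, 3, 1, 0 and 4 for fast fibres, 2, 1, 0 and 2 for slow fibres, 6, 0, 0 and 5 for heat shock, 5, 6, 2 and 13 for the proteasome, 7, 0, 0 and 3 for immediate early genes and 2, 0, 1 and 2 for the clock. The call of the PGC-1alpha list with the shRNA then ended (camera adjusted p = 0.104), and immediate early genes passed with exercise (0.0402; adjusted p = 0.437 with an estimated correlation). Adjusted over the list alone, the counts with exercise and with the shRNA were 14 and 16 for glycolysis, 13 and 14 for PGC-1alpha, 25 and 51 for oxidative phosphorylation, 5 and 13 for fast fibres, 7 and 10 for slow fibres, 15 and 17 for heat shock, 18 and 26 for the proteasome, 11 and 13 for immediate early genes and 12 and 12 for the clock. None of these lists passed with an estimated correlation (adjusted p of at least 0.886 as deposited and at least 0.415 after rescaling). Of 8 genes of the adiponectin pathway, 4 were higher with exercise and 6 lower with the shRNA (4 and 6 when adjusted over the list alone; camera adjusted p = 0.282 and 0.313), and after rescaling 3 were higher and 1 lower, and 0 higher and 3 lower. The 78 ribosomal protein genes changed less than other genes in both comparisons (camera adjusted p = 1.3e-13 and 2.1e-05; adjusted p = 0.951 and 0.886 with an estimated correlation), and 8 were lower with the shRNA (0 when adjusted over the list alone), while 40 were higher with the shRNA after rescaling.

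Few markers of other cell types were called higher with exercise. Of 19 endothelial genes, 1 was higher with exercise and 5 were lower with the shRNA (camera adjusted p = 0.00125, lower than other genes, and 0.00633, higher than other genes), and after rescaling 5 were lower with exercise and 7 higher with the shRNA. Of 3 macrophage genes none was called as deposited and 3 were higher with the shRNA after rescaling (0.25, and 0.000734, higher than other genes, as deposited). Of 7 fibroblast genes, 2 were higher with exercise and 3 lower with the shRNA (0.457, and 0.013, higher than other genes), and after rescaling 4 were higher and none lower with the shRNA. Of 11 adipocyte genes, these were 0 and 2 (0.218, and 0.0213, higher than other genes), and none after rescaling. Of 10 pericyte genes, they were 2 and 4 (0.123 and 0.585), and after rescaling 1 was higher and 3 lower with exercise, and 3 higher and 1 lower with the shRNA. Of 7 interferon response genes, they were 0 and 1 (0.00248, lower than other genes, and 0.00633, higher than other genes), and after rescaling 4 were lower with exercise and 4 higher with the shRNA. Adjusted over the list alone, the counts were 0 and 3 for endothelial, 0 and 0 for macrophage, 1 and 3 for fibroblast, 0 and 1 for adipocyte, 2 and 4 for pericyte and 0 and 1 for interferon response genes. None of these passed with an estimated correlation (adjusted p of at least 0.168).

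Some genes measured by the paper in other experiments had these values, while Appl1, Appl2, Stk11 and Pecam1 are not described here. Adipor2 averaged 0.968, 7.80 and 0.825 RPKM in control, exercise and shRNA libraries (log2 fold change 2.08 with exercise and -2.25 with the shRNA), the last mean 0.529 without shRNA replicate 4. Becn1, which overlaps another gene, had 1.17 and -1.43, Ulk1 1.09 and -1.31, Atg5 1.17 and -1.04, Map1lc3b 1.31 and -1.95. Pik3c3 had 0.33 (adjusted p = 0.43) and -0.86 (adjusted p = 0.0209), and the sign of both turned under rescaling to a common median. Gapdh had -0.29 (adjusted p = 0.758) and -0.12 (adjusted p = 0.886), and -1.52 and 1.59 after rescaling. Under rescaling to a common median, Becn1 (adjusted p = 0.173 and 0.118), Ulk1 (0.385 and 0.296) and Map1lc3b (0.496 and 0.0638) were not called in either comparison. The changes of Atg5 are given only as deposited and include the shift of all genes. Its values were low, 0.164 to 0.904 RPKM in control, 1.41 to 2.64 in exercise and 0.263 to 0.908 in shRNA libraries. The rise of Ulk1 did not pass without exercise replicate 3 (adjusted p = 0.0539), nor that of Map1lc3b without control replicate 3 or 4 or exercise replicate 3 (0.0594 to 0.131), nor the fall of Pik3c3 without shRNA replicate 1 or 2 (0.0990 and 0.0597). The genes Atg7, Camkk2, Foxo1, Ppara, Prkaa1 and Sirt1 were below the mean required, and Cdkn2a is not listed.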
